# A comprehensive transcriptome analysis of skeletal muscles in two Polish pig breeds differing in fat and meat quality traits

**DOI:** 10.1590/1678-4685-GMB-2016-0101

**Published:** 2018

**Authors:** Katarzyna Piórkowska, Kacper Żukowski, Katarzyna Ropka-Molik, Mirosław Tyra, Artur Gurgul

**Keywords:** RNA-seq, firmness, fat content, Polish pigs

## Abstract

Pork is the most popular meat in the world. Unfortunately, the selection pressure focused on high meat content led to a reduction in pork quality. The present study used RNA-seq technology to identify metabolic process genes related to pork quality traits and fat deposition. Differentially expressed genes (DEGs) were identified between pigs of Pulawska and Polish Landrace breeds for two the most important muscles (*semimembranosus* and *longissimus dorsi*). A total of 71 significant DEGs were reported: 15 for *longissimus dorsi* and 56 for *semimembranosus* muscles. The genes overexpressed in Pulawska pigs were involved in lipid metabolism (*APOD*, *LXRA, LIPE, AP2B1, ENSSSCG00000028753* and *OAS2*) and proteolysis (*CST6, CTSD, ISG15* and *UCHL1*). In Polish Landrace pigs, genes playing a role in biological adhesion (*KIT, VCAN, HES1, SFRP2, CDH11, SSX2IP* and *PCDH17*), actin cytoskeletal organisation (*FRMD6, LIMK1, KIF23* and *CNN1*) and calcium ion binding (*PVALB, CIB2, PCDH17, VCAN* and *CDH11*) were transcriptionally more active. The present study allows for better understanding of the physiological processes associated with lipid metabolism and muscle fiber organization. This information could be helpful in further research aiming to estimate the genetic markers.

## Introduction

Over the past few decades, meat content of pig carcasses has been significantly increased. The intention was to decrease backfat thickness, but unfortunately level of intramuscular fat (IMF) was also reduced. The breeding efforts were motivated by societal needs, especially in Poland, where a high meat yield was the aim. Today, Polish pigs have a thin backfat, low percentage of IMF and poor texture parameters, which influence an inferior flavour and low technological suitability (Tyra and Zak, 2013). The traditional breeding methods are expensive and time-consuming because they are based on an evaluation of adult pigs. Therefore, the development of genetic markers associated with the desired phenotype should indicate animals having breeding potential.

To date, several interesting discoveries are made in the field of gene polymorphisms affecting pork quality. When analyzing intramuscular fat (IMF), which is considered as the main factor determining the flavour of meat, it was observed that mutations in *H-FABP*, (Pang *et al.*, 2006), *LPL* and *LIPE* genes (Xue *et al.*, 2015) influenced IMF content. In turn, Zhang *et al.* (2014) evaluating the effect of 33 single nucleotide polymorphisms (SNPs) on pork quality traits showed that mutations in *AMPD1*, *ADIPOQ* and *COP1* were associated with juiciness, and *FTO, TNF, HSP70.2* and *CAST* were involved in pork color determination. The *CAST* gene encodes calpastatin, a key enzyme in the calpain system. In a study by Ropka-Molik *et al.* (2014a), it was established that *CAST* also affected meat texture parameters, such as firmness and toughness, as well as pH and water holding capacity (WHC).

Pork tenderness was considered by Miller *et al.* (2001) as the most important factor determining technological suitability. This parameter is associated with post-mortem tenderisation, when the proteolysis process is activated in response to a reduction of pH, including the calpain system responsible for the conversion of muscle to meat, the caspase cascade associated with apoptosis, and also cathepsin proteases produced by lysosomes (Huff- Lonergan *et al.*, 2010). The genes encoding these proteins were considered as potential candidates for pork quality traits, but without spectacular discoveries.

Currently, the estimation of genetic markers for farm animal quantitative traits represents a major challenge. In pigs, only several genes (*RYR1, PRKAG3* and *IGF2*) with major phenotypic effect were identified. Because the quantitative traits are the result of the cooperation of many genes, capturing the function and interaction of the whole genome is necessary. A new evaluation method of dairy cattle, the genomic estimated breeding value (GEBV), was developed (Hayes *et al.*, 2009). The method uses SNP microarray results as support for the traditional breeding evaluation.

On of the genomics methods, RNA-seq, is used to analyze transcriptome profiles. This method has been widely applied in recent years because the RNA-seq results are much more informative in comparison to the results obtained by gene expression microarray technology. The microarray technique is unable to detect new transcripts, gene translocation, inversion and alternative splice variants (Hurd and Nelson, 2009), whilst RNA-seq provides these opportunities. The major application of the RNA-seq method is an evaluation of differentially expressed genes (DEGs) between investigated groups. For example in pigs, the RNA-seq method was used to estimate the transcriptome profile depending on breed (Ropka-Molik *et al.*, 2014b), type of tissue (Esteve-Codina *et al.*, 2011) and phenotype (Corominas *et al.*, 2013). The RNA-seq method also provides information on the transcript sequences, and therefore could be used for identification of gene mutations. Martínez-Montes *et al.* (2016) detected potential genetic markers for porcine growth and fat traits using RNA-seq.

In the present study, the comparison of muscle transcriptomic profiles between Pulawska (PUL) and Polish Landrace (PL) breeds was performed. The investigated pig groups showed highly significant differences in fat content of the carcass and in meat quality traits. PUL is one of the indigenous Polish breeds included in the genetic resources conservation programme (Szyndler-Nedza *et al.*, 2010) that was not under selection pressure. Therefore, PUL pork characterizes with high meat quality, fat content, and is recognized as a delicacy on Polish tables (Kasprzyk *et al.*, 2015). A few years ago, it was proposed to use the ham of these pigs as a dry-cured product (Olkiewicz, 2009). In numerous countries, indigenous pigs are maintained as a genetic diversity reservoir. They are usually characterized by high-fat content and very good reproduction performance, such as the Chinese Tongcheng pigs (Fan *et al.*, 2006), and by low growth rate as in the Zimbabwe Mukota pigs (Chimonyo *et al.*, 2010). The second investigated PL breed is used in Polish breeding as a maternal component. These pigs characterize with good reproductive performance, high meat content, and growth traits. Nevertheless, as a result of the breeding efforts, PL pork is not as tasty, due to high drip loss and low IMF content (Tyra and Zak, 2013). PL shows high similarity to other white pigs maintained in Europe, because it originated from the Swedish Landrace and the German Large White.

Consequently, the present study has attempted to identify genes involved in the determination of pork traits, including the regulation of fat metabolism, meat quality and growth performance.

## Material and Methods

### Animals

The study was conducted on 16 gilts of PUL (n=8) and PL (n=8). The animals were maintained at the Pig Testing Station of the National Research Institute of Animal Production in Chorzelów under the same housing and feeding conditions. The pigs came from different farms and were unrelated. They were delivered to the test station as piglets and fed *ad libitum* from 30 up to 100 (± 2.5) kg of body weight, after which they were starved for 24 h before slaughter. Stunning with high-voltage electric tongs was followed by exsanguination. After chilling for 24 h at 4 °C, the right half-carcass was evaluated. Carcass traits were measured according to Tyra and Zak (2013). Meat texture parameters and pH for the *longissimus dorsi* (LD) and *semimembranosus* (S) muscles were determined according to Ropka-Molik *et al.* (2014a). The meat exudation, IMF and meat colour were measured in *longissimus dorsi*. The meat exudation was determined as the amount of free water according to the filter paper press method of Grau and Hamm (1953) as the ratio between pressed water (meat exudate) to total water content, where 1 cm^2^ of expressed juice ring after pressing corresponds to 10 mg of water loss, and total water content is 75% of the total meat weight (Huff-Lonergan and Lonergan, 2005). IMF and meat color were measured as described by Tyra *et al.* (2013). Muscle samples for molecular analysis were collected immediately (up to 20 min) after slaughter, stabilized in RNAlater solution (Ambion) and stored at -20 °C.

### NGS library construction

RNA was isolated using TRI Reagent (Applied Biosystems) according to the manufacturer’s protocol. Muscle samples were homogenized using a Bullet Blender 24 homogenizer (Next Advance). The RNA (Agencourt RNAClean XP kit) was purified by a bead method and its quality and quantity were assessed fluoremetrically (Qubit Fluorometer, Invitrogen) and by the TapeStation 2200 system (RNA tapes, Agilent). RNA integrity number (RIN) was in the range between 6.8-8. Ribosomal RNA from 5000 ng of total RNA was removed using a Ribo-Zero Gold rRNA Removal Kit (Human/Mouse/Rat) (Epicentre). The absence of rRNA was verified on the TapeStation 2200 system. The elimination of rRNA leads to a flattening of the differences in transcript levels between the groups and allows for sequencing of cDNA libraries presenting low frequency (Benes *et al.*, 2011). A TruSeq RNA Sample Preparation Kit v2 (Illumina) was used to prepare cDNA libraries from 100 ng aliquots of rRNA-depleted samples according to the manufacturer’s protocol. The cDNA samples were ligated with indexed adaptors in the order shown in Table S1. The libraries were amplified in 15 cycles of PCR, and their quantity was estimated using the Qubit 2.0 Fluorometer and 2200 TapeStation (D1000 tapes). The final concentration of the cDNA libraries was normalized to 10 nM, after which the libraries were pooled (Table S1).

### Whole genome sequencing

The libraries were diluted according to a cluster generation protocol and loaded into a v3 Illumina Flowcell (16 samples per line with four technical replicates; the technical replicates were used to avoid the lane effect). Single-read clusters were generated on a cBot system (Illumina). Flowcell clustering was performed using TruSeq SR Cluster Kit v3-cBot- 4 HS. Sequencing-by-synthesis of the clustered libraries was conducted on a HiScanSQ System in 81 bp single-end cycles using TruSeq SBS Kit v3-HS chemistry (Illumina).

### Raw reads processing

The raw sequences were qualitatively controled using the FastQC tool. Next, Flexbar software was used to remove Illumina adapters, poly-A sequences and reads shorter than 36 bp or with a quality score<20. Filtered sequences were aligned to the *Sus scrofa* genome (Sscrofa10.2 assembly) with reference annotation containing the 21,630 genes listed in the Ensembl database. Alignment and estimation of the gene expression levels were performed using the RSEM package supported by Bowtie 2 aligner. The alignment and DEG statistics were generated using the Picard tools (http://picard.sourceforge.net and RNA-SeQC tools). The sequence data were submitted to Gene Expression Omnibus (accession no. GSE75707, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75707).

### DEG analysis

The DEG analysis was performed using edgeR (Robinson and Oshlack, 2010), baySeq (Hardcastle and Kelly, 2010) and DESeq2 (Love *et al.*, 2014) separately for each muscle and breed, which was preceded by PCA (DESeq2) and MDS (edgeR) analyses. The significance for particular methods was presented as false recovery rate (FDR) by edgeR and baySeq, and as adjusted *P*-values by DESeq2. Transcripts with a fold change ≥ 1.30 and evaluated by at least two methods as significant (*P* ≤ 0.05), were included in the further analysis. Functional analysis of DEGs was performed by Panther Gene List software, where the *P*-value was estimated in overrepresentation tests and Kobas 3.0, which predicts biological pathways based on the KEGG, Reactome and Biocyc databases.

### Gene panel validation by qPCR

Seventeen differentially expressed genes were selected for qPCR validation: *CNN1, PVALB, HP, OAS1, LXRA, APOD, LIMK1, PEX11G*, *UCHL1, MAOB*, *ASS1, GPX3, VCAN*, *SFRP2, HES1, PPP1R11, LIPE.* Primers and probes for the investigated genes were purchased from Applied Biosystems as TaqMan Assays (Applied Biosystems), or primers for some genes were designed in Primer3 and synthesized by Genomed (Poland). The primers and assays used in the validation were presented in Table S2. cDNA was prepared from 1,000 ng of total RNA by using TRANSCRIPTME Reverse Transcriptase (DNA Gdansk). TaqMan® Gene Expression Master Mix (Applied Biosystem) and AmpliQ 5x Hot EvaGreen (Novazym) were used to perform analyses on a 7500 Real-Time PCR System (Applied Biosystems). Each qPCR analysis was performed with three replicates. Mean CT values were obtained with an acceptable error of 0.3. Relative mRNA abundance (RQ) was measured by the ΔΔCT method. As an endogenous control, two genes, *OAZ1* and *RPL27,* were used. These are known as being stable in regard to the expression in muscle tissue. The M values describing the stability of endogenous control genes were estimated for *OAZ1* and *RPL27* by geNorm, and they were under 0.5. The comparison between RNA-seq and qPCR results was performed using Pearson’s correlation analysis, and significant differences in gene expression (qPCR) between analyzed groups were estimated using ANOVA with post-hoc Duncan test (SAS Enterprise).

### Correlation analysis

Seventeen validated genes were included in the Pearson’s correlation (SAS Enterprise) analysis for important growth, carcass and meat quality traits with *P*-value thresholds: *P≤0.05, **P ≤0.01, ***P≤0.001, and also the Bonferroni corrected P-value. The comparison between porcine traits and FPKM was performed for each muscle separately. For the most interesting association, regression plots were created.

## Results

### Animal characteristics

In the present study, 16 gilts of two pig breeds were evaluated in regard to carcass and meat quality parameters. The PUL backfat was thicker by 40% (*P*<0.05). In turn, the investigated PL pigs were characterized by higher ham mass, daily gain by 210 g (*P*<0.01), meat percentage and better feed conversion (*P*<0.01). Moreover, as was expected, PL pork was less tender and had higher water exudation than that of PUL pigs (Table 1), which was observed for both analyzed muscles.

**Table 1:** Characteristics of the pig, breeds, means ± SD.

Traits	PL (n=8)		PUL (n=8)	
	Mean	SD	Mean	SD
Daily gain (g)	972^A^	86.6	763^B^	48.2
Feed conversion (kg/kg)	2.60^A^	0.08	2.96^B^	0.14
Carcass yield %	76.24	2.27	75.64	3.98
Weight of loin (kg)	6.19	0.57	5.65	0.50
Weight of ham (kg)	9.31^a^	0.26	8.63^b^	0.74
Backfat thickness (cm)	1.18^a^	0.17	1.64^b^	0.40
Loin eye area (cm^2^)	52.50	5.25	48.94	5.18
Meat percentage %	63.04^a^	1.95	59.5 ^b^	2.80
*Longissimus dorsi* muscle				
Meat exudation	41.50^A^	5.11	28.32^B^	1.24
Meat color				
Meat lightness	55.08	2.21	53.72	1.74
Meat redness	16.70	1.19	16.16	0.81
Meat yellowness	2.16	0.99	2.25	0.62
Intramuscular fat	1.08	0.21	1.19	0.12
pH45	6.33	0.18	6.32	0.19
pH24	5.63	0.05	5.60	0.06
Firmness by WB (cooked meat)	122.58^A^	14.7	57.7^B^	3.21
Toughness by WB (cooked meat)	277.07^A^	37.6	140.97^B^	14.2
Harness by TPA (cooked loin)	6.95	2.7	5.01	2.05
*Semimembranosus* muscle				
pH45	6.30	0.12	6.26	0.16
pH24	5.64	0.04	5.62	0.05
Firmness by WB (cooked meat)	89.92^a^	10.17	75.13^b^	6.83
Toughness by WB (cooked meat)	203.91	39.72	180.30	35.86
Harness by TPA (cooked meat)	9.30	3.84	8.25	3.88

Abbreviation: SD– standard deviation, TPA–texture parameter analysis, WB– Warner-Bratzler, PL– Polish Landrace, PUL– Pulawska. Values with the same superscripts show significant differences between genotypes (A, B = *P*<0.01. a, b = *P*<0.05)

### Transcriptome analysis

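RNA from the longissimus dorsi (LD) and semimembranosus (S) muscles of 16 gilts, 8 Pulawska (PUL) and 8 Polish Landrace (PL), was sequenced, and each pig gave 1 library of each muscle. PUL is an indigenous Polish breed kept in a conservation programme, and PL is a white breed of high meat content used as a maternal line. Ribosomal RNA was removed from total RNA before library construction, and single reads were obtained. The authors aligned the reads to the Sscrofa10.2 assembly with Bowtie 2 and estimated with RSEM how many reads came from each gene and each isoform. The values they deposited are these expected counts, without normalization, for 25322 gene IDs and 30585 isoform IDs. In LD, the counts summed over genes ranged from 12142279 to 23620212 per library in PUL (median 16146382) and from 12281645 to 22206234 in PL (median 15596011). In S, they ranged from 13927385 to 24761853 in PUL (median 15795782) and from 8821273 to 23034195 in PL (median 14677994). The totals did not differ between the breeds beyond their spread (exact permutation test, two-sided, p = 0.939 in LD and p = 0.466 in S). The paper's reported mean of 23633127 raw reads per sample refers to reads before mapping, and the values given here rest on the summed counts. The 10 genes with the most counts took between 27.4% and 49.0% of a library, so counts were scaled to library size with edgeR's TMM factors and are given as CPM. The expected counts were rounded to whole numbers and the breeds were compared in each muscle separately with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, after a filter on low counts that kept 10792 genes in LD and 10687 in S. A gene was counted as differentially expressed when its adjusted p was at or under 0.05 and its fold change was at least 1.3 in either direction. Fold changes are given as PL over PUL, as in Table 2, so that a negative log2 fold change means higher expression in PUL. Among the choices that change the numbers of such genes are the test, the fitting of both muscles together, a covariate, the filter and the normalization. RSEM divides a read that matches several genes among them, so the counts of genes with near-identical copies are less certain than the others.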

The average number of raw reads detected per sample was 23,633,127, and after filtration it was 23,453,870. After mapping to the pig reference genome (Sscrofa10.2 assembly) (Table S1), 63.15% of the reads matched annotated exon regions, and 7.83% matched introns. The comparison of transcriptome profiles between the analyzed breeds showed that in the PUL *longissimus dorsi* (LD) muscle, six overexpressed genes were detected, and in *semimembranosus* (S), 28 genes showed increased expression (Tables 2 and S3). Among these up-regulated genes, there are some engaged in lipid metabolism (*ENSSSCG00000028753, LIPE, LXRA, APOD, GPX3* and *AP2B1*), actin filament building (*LIMK1*), proteolysis (*CTSD, CST6*, *UCHL1, ISG15, LXRA*), and carbohydrate derivative binding *(KHK, SEPT6, LIMK1, ASS1, HP, OAS2*) (Tables 3 and 4). In turn, genes overexpressed in PL muscles are involved in several biological processes, such as cell adhesion (*KIT, VCAN, HES1, SFRP2, CDH11, SSX2IP, PCDH17*), calcium ion binding (*PVALB, CIB2, PCDH17, VCAN* and *CDH11*), and actin organisation (*CNN1, FRMD6, KIF23*) (Tables 3 and 4). 

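In LD, none of the 10792 tested genes reached an adjusted p of 0.05 in edgeR's quasi-likelihood test, and 772 genes had an unadjusted p under 0.05, 379 of them higher in PUL, where 539.6 would be obtained by chance. In S, none of the 10687 tested genes reached it either, and 1252 genes had an unadjusted p under 0.05, 677 of them higher in PUL, where chance would give 534.4. The number of genes that passed the threshold was moved most by the test, since DESeq2 called 19 genes in LD and 103 in S. The genes called both by edgeR's exact test and by DESeq2 numbered 13 in LD, with 6 higher in PUL, and 52 in S, with 28 higher in PUL. They held only 9 of the paper's 14 genes of LD and 19 of the 35 tested for S. The paper also used baySeq, which was not run here. Whether the breed difference itself differed between the muscles was tested as the breed-by-muscle interaction, in which 0 of 11563 genes had an adjusted p at or under 0.05 and 294 had an unadjusted p under 0.05, where chance would give 578.2. These chance values are the tested genes multiplied by 0.05. Splits without regard to breed gave medians of 400 genes in LD, 548 in S and 356.5 for the interaction. At least the real number was reached in 27 of 100 splits in LD, 10 of 100 in S and 19 of 30 for the interaction. All 14 genes listed in Table 2 were tested in LD and had the direction given there. Their absolute log2 fold changes lay between 0.70 and 3.01, all 14 had an unadjusted p under 0.05, and their adjusted p lay between 0.18 and 0.513. For S, the paper's full list is in Table S3, which was not used here, so the 42 genes are those named in its text and tables, 20 of them higher in PUL where the paper counts 28. PEX11G, among them, is given no direction or muscle in the text or in Tables 2, 3 and 4, and it was counted as higher in PUL. Of the 42 genes, 35 could be tested. All 35 had the direction that the paper gives or, for PEX11G, the one counted here. Their absolute log2 fold changes lay between 0.50 and 3.49, 34 had an unadjusted p under 0.05, and their adjusted p lay between 0.0652 and 0.513. The exception was TTC21B, with a log2 fold change of 0.50 (standard error 0.30), and 0.26 without PL pig 12. Adjusted over the list alone, 14 of 14 genes in LD and 34 of 35 in S were at or under 0.05, but the paper chose these genes on the same pigs and the list for S is incomplete, so this count is not independent evidence. CTSD, GPX3, ISG15, HES1 and TCHP were not analysed here because no gene ID was paired with their names, and the IDs of AP2B1 and NRK had too few counts to be tested. Each of the 35 genes tested for S also had the same direction in LD, and each of the 14 genes of LD had the same direction in S, in muscles of the same pigs. In the other muscle, some of these changes lay within their standard error of 0, so their direction there is uncertain. Examples are LXRA in LD (-0.14, standard error 0.15), UBE2J1 in S (0.14, standard error 0.21) and CIB2 in S (0.13, standard error 0.24). BCAR3 (ENSSSCG00000006893) had 4.84 ± 1.90 CPM (SD, n = 8) in PUL and 2.31 ± 0.362 CPM (SD, n = 8) in PL in LD, a log2 fold change of -1.06 (standard error 0.23, adjusted p = 0.335, and 0.038 in edgeR's exact test), and 7 of 8 PUL pigs lay above every PL pig. IGLC (ENSSSCG00000010044), an immunoglobulin light chain gene, had 22.9 ± 35.9 CPM (SD, n = 8) in PUL and 2.82 ± 2.57 CPM (SD, n = 8) in PL, and its log2 fold change of -3.01 (standard error 0.83, adjusted p = 0.513, and 0.0957 in the exact test) was -2.00 without pig 3, the PUL pig with the highest value. From the genes that at least 2 of its 3 methods found significant in each muscle, the paper goes on to their functional groups in Tables 3 and 4.

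**Figure D1:**
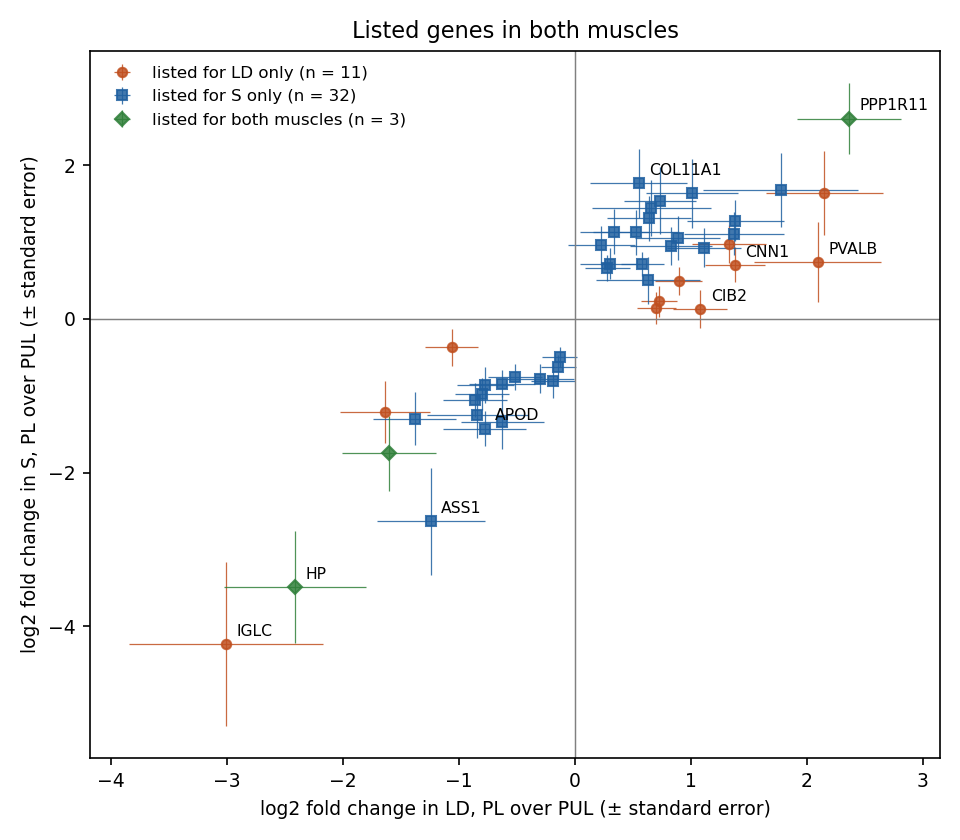
Log2 fold change (PL over PUL) in LD (x axis) and in S (y axis) of the 46 tested genes that the paper lists for LD, for S or for both muscles, with bars of 1 standard error in each direction (n = 8 pigs per breed). Every gene lies below 0 on both axes or above 0 on both, so its direction was the same in both muscles, with PPP1R11 at 2.37 in LD and 2.61 in S and HP at -2.41 in LD and -3.49 in S. The bars of some genes cross 0 in the muscle they are not listed for, such as CIB2 at 0.13 in S (standard error 0.24).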

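LIMK1 (ENSSSCG00000030378), which encodes LIM domain kinase 1, is among the genes of actin filament building and carbohydrate derivative binding. In S, it had 45.9 ± 21.6 CPM (SD, n = 8) in PUL and 19.3 ± 7.11 CPM (SD, n = 8) in PL. Its log2 fold change was -1.25 (standard error 0.29, adjusted p = 0.195 in the quasi-likelihood test), and 6 of 8 PUL pigs lay above every PL pig. In edgeR's exact test its adjusted p was 0.0153. KHK (ENSSSCG00000008556) had 17.9 ± 7.10 CPM in PUL and 10.2 ± 2.33 CPM in PL (SD, n = 8 each), a log2 fold change of -0.81 (standard error 0.22, adjusted p = 0.207). SEPT6 (ENSSSCG00000012619) had 43.1 ± 14.4 CPM in PUL and 23.8 ± 7.46 CPM in PL (SD, n = 8 each), a log2 fold change of -0.86 (standard error 0.23, adjusted p = 0.204), with 6 of 8 PUL pigs above every PL pig. OAS2 (ENSSSCG00000009881) was listed for both muscles. Its log2 fold change was -1.60 in LD (standard error 0.40, adjusted p = 0.481, and 0.0638 in the exact test) and -1.75 in S (standard error 0.49, adjusted p = 0.219). The breed-by-muscle interaction of 0.11 had an adjusted p of 1.00. It comes from a separate fit over both muscles with the pig as a block, and its sign is opposite to that of the change from LD to S in these values. In S, the highest OAS2 value was 54.4 CPM in PUL pig 5, and without this pig the log2 fold change was -1.16. The exact test did not call KHK, SEPT6 or OAS2 in S, with adjusted p of 0.0682, 0.0575 and 0.053. DESeq2 called each of them in S, with adjusted p of 0.042, 0.046 and 0.0304. Of the paper's tested genes, DESeq2 called 13 of 14 in LD and 33 of 35 in S.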

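In S, the adhesion gene KIT (ENSSSCG00000008842) had 3.23 ± 0.973 CPM (SD, n = 8) in PL and 1.71 ± 0.63 CPM (SD, n = 8) in PUL, a log2 fold change of 0.93 (standard error 0.26, adjusted p = 0.219 in the quasi-likelihood test, and 0.0788 in the exact test), and 5 of 8 PL pigs lay above every PUL pig. SFRP2 (ENSSSCG00000009004), which encodes a secreted protein of Wnt signaling, had 19.2 ± 8.65 CPM in PL and 7.07 ± 2.86 CPM in PUL (SD, n = 8 each), a log2 fold change of 1.44 (standard error 0.36, adjusted p = 0.204). PL pig 14 had only 2.12 CPM of SFRP2, and without this pig the log2 fold change was 1.61 and the adjusted p was 0.0478, while leaving out any other pig gave an adjusted p of up to 0.343 (without PL pig 10). In the exact test its adjusted p was 0.0364. SSX2IP (ENSSSCG00000003757) had 2.72 ± 1.40 CPM in PL and 1.24 ± 0.438 CPM in PUL (SD, n = 8 each), a log2 fold change of 1.12 (standard error 0.30, adjusted p = 0.204, and 0.0648 in the exact test). Of the actin genes, CNN1 (ENSSSCG00000013614), which encodes calponin 1, had 84.6 ± 30.4 CPM in PL and 32.5 ± 13.4 CPM in PUL (SD, n = 8 each) in LD. Its log2 fold change was 1.38 (standard error 0.26, adjusted p = 0.18), with 7 of 8 PL pigs above every PUL pig, and the exact test called it with an adjusted p of 0.00201. In S, the log2 fold change of CNN1 was 0.70 (standard error 0.23), and the interaction of -0.67 had an adjusted p of 1.00. KIF23 (ENSSSCG00000004969) had 2.01 ± 0.711 CPM in PL and 1.05 ± 0.23 CPM in PUL (SD, n = 8 each) in S, and its log2 fold change was 0.95 (standard error 0.25, adjusted p = 0.204, and 0.0648 in the exact test).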

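The isoform SEPT6-007 (ENSSSCT00000013798) of the septin 6 gene was compared between the breeds from the expected counts per isoform. In LD, it had 24.9 ± 8.21 CPM (SD, n = 8) in PUL and 11.8 ± 4.39 CPM (SD, n = 8) in PL, a log2 fold change of -1.08 (standard error 0.26, adjusted p = 0.539 in edgeR's quasi-likelihood test), and 6 of 8 PUL pigs lay above every PL pig. In S, it had 25.0 ± 9.30 CPM in PUL and 11.0 ± 3.13 CPM in PL (SD, n = 8 each), a log2 fold change of -1.19 (standard error 0.23, adjusted p = 0.252), and 7 of 8 PUL pigs lay above every PL pig. DESeq2 gave it an adjusted p of 0.0306 in LD and 0.00175 in S, and the exact test gave 0.0749 in LD and 0.00538 in S. Over all isoforms, 0 of 11534 in LD and 0 of 11413 in S reached an adjusted p of 0.05 in the quasi-likelihood test, while 756 and 1222 had an unadjusted p under 0.05. DESeq2, the alternative that moved the number of isoforms passing the threshold most, called 20 isoforms in LD and 76 in S.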

The differentially expressed isoform analysis showed that in both muscles of PUL the seventh isoform of the *SEPT6* gene showed increased expression. This isoform is composed of 10 exons, which encode all three important protein domains.

**Table 2:** Genes and isoforms ≥ ± 1.5-fold (up-regulated and down-regulated), differentially expressed in *longissimus dorsi* muscle of Polish Landrace pigs.

Gene		Ensembl ID	DESeq		edgeR		baySeq FDR	Validation qPCR PC^1^	
								*r*	*P*
Symbol	Name		FC	Ad *P*-value	FC	FDR			
*PPP1R11*	Protein phosphatase 1, regulatory (inhibitor) subunit 11	*ENSSSCG00000028347*	2.40	***	5.13	***	***	0.63	≤0.05
*CNN1*	calponin 1, basic, smooth muscle	*ENSSSCG00000013614*	2.06	***	2.60	***	***	0.89	≤0.001
*NG*	Similar to NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 6, (*NDUFA6*)	*ENSSSCG00000021119*	2.05	*	4.46	**	***		
*PVALB*	Parvalbumin	*ENSSSCG00000000138*	1.91	*	4.26	*	*	0.97	≤0.001
*NG*	Similar to transmembrane protein 106C (*TMEM106C*)	*ENSSSCG00000028397*	1.88	*	2.75	*	0.057		
*CIB2*	Calcium and integrin binding family member 2	*ENSSSCG00000001762*	1.81	**	2.12	*	***		
*CHPT1*	Cholinephosphotransferase 1	*ENSSSCG00000000864*	1.66	*	1.86	0.051	*		
*TFDP2*	Transcription factor Dp-2	*ENSSSCG00000026809*	1.58	**	1.66	0.17	**		
*UBE2J1*	Ubiquitin-conjugating enzyme E2 J1	*ENSSSCG00000004317*	1.55	*	1.62	0.254	*		
*IGLC*	Ig lambda chain C region	*ENSSSCG00000010044*	-1.48	0.321	-8.06	*	***		
*BCAR3*	Breast cancer anti-estrogen resistance protein 3	*ENSSSCG00000006893*	-1.80	**	-2.09	0.055	**		
*OAS2*	2’-5’-oligoadenylate synthase 2	*ENSSSCG00000009881*	-1.91	*	-3.04	*	*	0.91	≤ 0.001
*HP*	Haptoglobin	*ENSSSCG00000002749*	-1.95	*	-5.34	*	***	0.92	≤ 0.001
*NG*	Similar to cytochrome P450 family 4 subfamily F member 3hydroxylase 1 (*CYP4F3 or CYP4F55)*	*ENSSSCG00000028753*	-1.96	*	-3.11	*	***		
*SEPT6-007*	6-isoform of septin 6	*ENSSSCT00000013798*	-1.76	*	-2.11	*	*		

Abbreviation: Ad *P*–value -adjusted *P*-value, FDR– false discovery rate; *P*-value: ***P<0.001, **P<0.01, *P<0.05, FC– fold change, PL– Polish Landrace pigs, NG– novel gene according to Ensembl browser,

1 Pearson correlation coefficient r

**Table 3:** Functional annotation of differentially expressed genes in *longissimus dorsi* muscle of pigs.

Gene ontology	Genes			
	*P*-value	Corrected P-value	up-regulated in Pulawska pigs	up-regulated in Polish Landrace
GO:0072562 blood microparticle	1.62E-05	1.20E-02	*HP, IGLC*	*CIB2*
GO:0032515 negative regulation of catabolic process	1.61E-03	1.16E-01	*HP,*	*UBE2J1*
GO:0018377 protein myristoylation	2.62E-03	1.16E-01	*OAS2*	
GO:1901568 fatty acid derivative metabolic process	4.80E-03	1.16E-01	*ENSSSCG00000028753*	
GO:0019992 diacylglycerol binding	5.24E-03	1.16E-01		*CHPT1*
GO:0051480 regulation of cytosolic calcium ion concentration	5.90E-03	1.16E-01		*CIB2, PVALB*
GO:0009056 catabolic process	6.99E-03	1.16E-01	*HP, ENSSSCG00000028753, OAS2*	*UBE2J1*
GO:0009101 glycoprotein biosynthetic process	9.32E-03	1.20E-01		*CIB2*
GO:0005924 cell-substrate adherens junction	3.11E-03	1.21E-01		*CIB2, CNN1*
GO:0061631 ubiquitin conjugating enzyme activity	1.26E-02	1.21E-01		*UBE2J1*
GO:0031594 neuromuscular junction	7.89E-03	1.21E-01		*CIB2*
GO:0042158 lipoprotein biosynthetic process	3.83E-02	1.48E-01	*OAS2*	
GO:0033559 unsaturated fatty acid metabolic process	4.58E-02	1.48E-01	*ENSSSCG00000028753*	
GO:0005178 integrin binding	1.73E-02	1.24E-01		*UBE2J1*
GO:0042758 long-chain fatty acid catabolic process	3.67E-03	1.48E-01	*ENSSSCG00000028753*	
GO:0005509 calcium ion binding	9.71E-03	1.21E-01	*ENSSSCG00000028753*	
GO:0042383 sarcolemma	1.65E-02	1.24E-01		*CIB2*
GO:0031032 actomyosin structure organization	2.43E-02	1.24E-01		*CNN1*
Pathway				
R-SSC-1483206 glycerophospholipid biosynthesis	4.75E-02	1.50E-01		*CHPT1*
PWY3O-450 phosphatidylcholine biosynthesis	3.06E-03	1.16E-01		*CHPT1*
R-SSC-211935 fatty acids	6.98E-03	1.16E-01	*ENSSSCG00000028753*	
R-SSC-2142753 arachidonic acid metabolism	2.42E-02	1.34E-01	*ENSSSCG00000028753*	
R-SSC-556833 metabolism of lipids and lipoproteins	3.78E-02	1.48E-01	*ENSSSCG00000028753*	*CHPT1*
PWY-7511 protein ubiquitylation	1.82E-02	1.27E-01		*UBE2J1*
ssc00565 ether lipid metabolism	2.70E-02	1.29E-01		*CHPT1*

GO-gene ontology and pathways were estimated by Kobas 3.0 and Panther Gene List

**Table 4:** Functional annotation of differentially expressed genes in *semimembranosus* muscle of pigs.

Gene ontology	*P*-value	Corrected *P*-value	Genes	
			up-regulated in Pulawska	up-regulated in Polish Landrace
Gene ontology				
GO:0007018 microtubule-based movement	8.43E-06	4.23E-03	*AP2B1, UCHL1*	*TTC21B, DNAH11, KIF23, SSX2IP*
GO:0032989 cellular component morphogenesis	1.21E-05	4.81E-03	*LIMK1, UCHL1,*	*ENSSSCG00000016843, HES1, SFRP2, TTC21B, FRMD6, TCHP, CDH11, NR4A2, SSX2IP*
GO:0009056 catabolic process	3.62E-05	7.78E-03	*CTSD, RGP1, HSL, UCHL1, HP, GPX3, OAS2, MAOB, KHK, ISG15*	*COL11A1, ALDH1L2, VCAN, HECTD2*
GO:0030705 cytoskeleton-dependent intracellular transport	1.51E-04	1.45E-02	*UCHL1*	*TTC21B, KIF23, SSX2IP*
GO:0048565 digestive tract development	2.54E-04	2.06E-02	*ASS1*	*KIT, HES1, SFRP2*
GO:0097367 carbohydrate derivative binding	6.08E-04	3.46E-02	*SEPT6, LIMK1, ASS1, KHK, HP, OAS2*	*KIT, VCAN, CHEK1, DNAH11, KIF23, HELQ, NRK*
GO:0007155 cell adhesion	3.18E-03	6.50E-02	*ASS1, APOD*	*KIT, VCAN, HES1, SFRP2, CDH11, SSX2IP, PCDH17*
GO:0015485 cholesterol binding	3.18E-03	6.50E-02	*APOD, LXRA*	
GO:0030199 collagen fibril organization	3.34E-03	6.50E-02		*COL11A1, SFRP2*
GO:0006508 proteolysis	1.81E-02	1.14E-01	*CST6, CTSD, LXRA, ISG15, UCHL1, HP*	*LXN, SFRP2, HECTD2*
GO:0045444 fat cell differentiation	9.75E-03	1.14E-01		*NR4A2, HES1, SFRP2*
GO:0048638 regulation of developmental growth	2.48E-02	1.26E-01	*LIMK1, RNPEPL1*	*NRK*
GO:0034332 adherens junction organization	2.66E-02	1.26E-01	*APOD*	*CDH11*
GO:0031397 negative regulation of protein ubiquitination	3.22E-02	1.32E-01	*LIMK1, ISG15*	
GO:0032496 response to lipopolysaccharide	3.31E-02	1.32E-01	*MAOB, LXRA, ASS1*	
GO:0042692 muscle cell differentiation	3.74E-02	1.32E-01	*UCHL1*	*KIT, HES1, SFRP2*
GO:0005509 calcium ion binding	4.13E-02	1.76E-01		*PCDH17, VCAN, CDH11*
GO:0030036 actin cytoskeleton organization	4.51E-02	2.39E-01	*LIMK1*	*FRMD6, KIF23*
Pathway				
R-SSC-8866427 VLDLR internalization and degradation	4.04E-03	2.64E-02	*LXRA, AP2B1*	
ssc04390 hippo signaling pathway	4.13E-03	3.29E-02		*PPP1R11, FRMD6*
R-SSC-73923 lipid digestion, mobilization, and transport	1.42E-03	4.43E-02	*HSL, LXRA, AP2B1*	
R-SSC-174824 lipoprotein metabolism	7.15E-03	1.05E-01	*LXRA, AP2B1*	
R-SSC-1442490 collagen degradation	8.88E-03	1.14E-01	*CTSD*	*COL11A1*
R-SSC-804914 transport of fatty acids	1.91E-02	1.16E-01	*APOD*	
ssc04910 insulin signaling pathway	3.78E-02	1.37E-01	*EXOC7, HSL*	
ssc00590 arachidonic acid metabolism	3.56E-02	1.37E-01	*GPX3*	
R-SSC-5627117 Rho GTPases Activate ROCKs	3.79E-02	1.37E-01	*LIMK1*	

Functional analysis performed in Kobas 3.0 and Panther Gene List

### qPCR results

Validation by qPCR is commonly used to confirm RNA-seq results (Piórkowska *et al.*, 2016, Ropka-Molik *et al.*, 2014b), and this was done here for 17 differentially expressed genes. The comparison between RNA-seq and qPCR results was performed by Pearson’s correlation test. The lowest result was observed for the *LIPE* gene (*r*=0.57, *P* ≤ 0.05). Figure 1 presents the fold change of expression levels for the most important genes. Genes encoding proteins associated with lipid homeostasis were overexpressed in PUL muscle (Table 3), while those involved in cell adhesion, such as *VCAN* and *HES1* (Table 4), showed higher transcript levels in PL muscle. The fold change of gene expression values between PUL and PL for RNA-seq (FPKM) and qPCR (RQ of mRNA) results are uploaded for consultation at goo.gl/eaXXcO.

**Figure 1:**
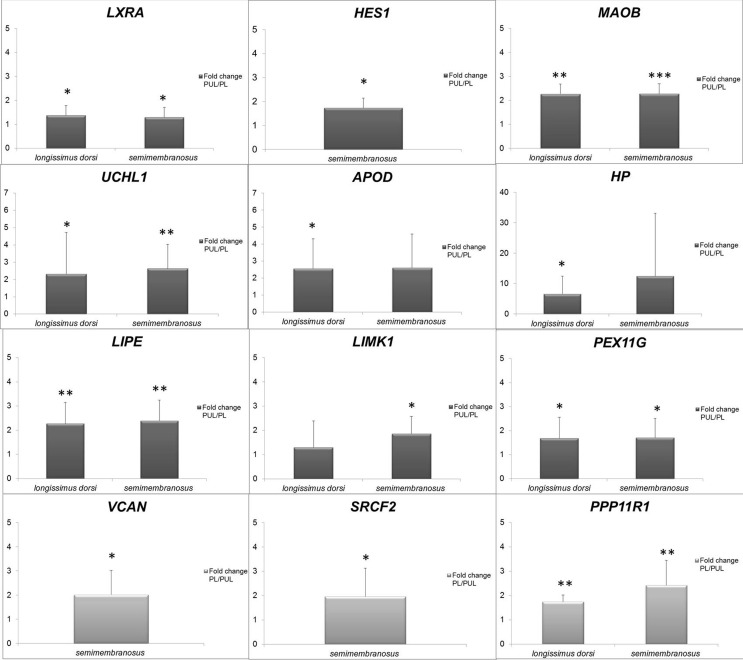
Relative quantity of mRNA shown as fold change values between analyzed pig muscles (*semimembranosus* and *longissimus dorsi*). The brighter bars show FC values based on the PL pig group as reference and the darker bars show FC values with PUL as reference. The genes of interest were normalized by two endogenous control genes, *OAZ1* and *RPL27.* *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001.

### Correlation of gene expression and pig traits

The correlation analysis between porcine phenotypic traits and FPKM values revealed many interesting results. *PPP11R1* and *CNN1* expressions in *longissimus dorsi* were positively correlated with daily gains (*r*=0.80, corrected *P*<0.01 and *r*=0.68, corrected *P*<0.05, respectively). In turn, *MAOB* expression in both muscles was positively associated with feed intake (LD *r*=0.66, corrected *P*<0.05 and S *r*=0.66, corrected *P*<0.05). Furthermore, *LIMK1* expression in *semimembranosus* was negatively related to meat percentage (*r*= -0.68, corrected *P*<0.05), and highly positive correlation results between *PPP11R1, PVALB, CNN1* expressions in LD and meat texture parameters were obtained. The expression of *UCHL1* in LD muscle showed a negative association with water exudation (Tables S4 and S5, Figure 2).

**Figure 2:**
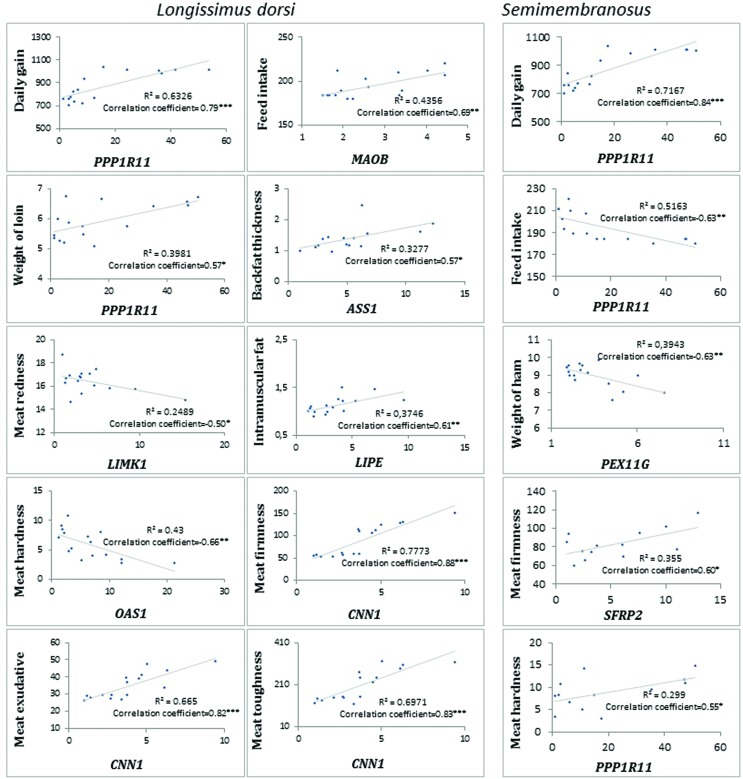
Regression of genes with differential expression in *longissimus dorsi* and *semimembranosus* muscles against important pig traits. Gene expression is presented as normalized FPKM. Unit: daily gain (g), feed intake (kg), backfat thickness (cm), weight of loin (kg), weight of ham (kg), meat redness (A*), intramuscular fat (%), meat firmness (N/mm/s), meat hardness (N/mm/s), meat exudation (cm2). *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001.

## Discussion

The breeding strategy that has been focused on lean pork led to a reduction of IMF percentage and meat tenderness. Therefore, searching for genetic markers for these traits seems a promising strategy. The new possibilities using innovative molecular techniques enable to indicate physiological processes involved in the shaping of farm animal traits. The present study attempted to identify genes and metabolic pathways that may influence meat quality and fat traits in pigs.

### Genes overexpressed in Pulawska pigs

Because the PUL breed has not been under selection pressure focused on high meat content in the carcass, the PUL pigs used in the present study were characterized by high backfat mass and pork quality, including good meat texture parameters and low water exudation. As in the other indigenous breeds, the PUL showed poor growth traits included daily gain (200 g lower than PL), feed conversion (0.3 kg/kg higher than PL) and low mass of the most important carcass cuts.

The transcriptomic analysis of PUL muscles showed that genes associated with fat content and lipid metabolism revealed increased expression (*LIPE, APOD, LXRA, ENSSSCG00000028753*, *AP2B1, GPX3* and *ASS1*). 

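APOD (ENSSSCG00000011831), which encodes apolipoprotein D, had the smallest adjusted p of all genes tested in S. It had 18.9 ± 6.95 CPM (SD, n = 8) in PUL and 6.99 ± 1.93 CPM (SD, n = 8) in PL, and all 8 PUL pigs lay above every PL pig. Its log2 fold change was -1.43 (standard error 0.23, adjusted p = 0.0652 in the quasi-likelihood test). The adjusted p was 0.0471 with RLE factors in place of TMM and 0.0183 with no filter on low counts. With both muscles in one fit, which took the LD and S libraries of a pig as independent, it was 0.0238. However, it was 0.0805 with at least 10 counts in every library, 0.19 with library size alone and 0.304 with the replicate number as a block. Leaving out 1 pig gave from 0.0378 without PUL pig 3 to 0.23 without PL pig 9. The exact test gave an adjusted p of 0.0000556. In LD, the log2 fold change of APOD was -0.78 (standard error 0.36), -0.28 without PUL pig 2, and the interaction of -0.79 had an adjusted p of 1.00. LIPE (ENSSSCG00000003018) had 7.22 ± 4.22 CPM in PUL and 2.84 ± 1.11 CPM in PL (SD, n = 8 each) in S, a log2 fold change of -1.34 (standard error 0.35, adjusted p = 0.204), and in the exact test its adjusted p was 0.0464. LXRA (ENSSSCG00000013241, also named NR1H3) had 35.1 ± 9.92 CPM in PUL and 22.6 ± 2.86 CPM in PL (SD, n = 8 each) in S, a log2 fold change of -0.63 (standard error 0.16, adjusted p = 0.204, and 0.0648 in the exact test), with 7 of 8 PUL pigs above every PL pig. ENSSSCG00000028753, which Table 2 describes as similar to CYP4F3 or CYP4F55, was listed for LD, where its log2 fold change was -1.64 (standard error 0.39, adjusted p = 0.431), and the exact test gave an adjusted p of 0.038. ASS1 (ENSSSCG00000005701) had 39.9 ± 65.7 CPM in PUL and 6.43 ± 2.47 CPM in PL (SD, n = 8 each) in S, so that the spread among PUL pigs exceeded their mean. Its log2 fold change was -2.64 (standard error 0.70, adjusted p = 0.204, and 0.0314 in the exact test). It was -1.46 without PUL pig 1, and -0.49 (standard error 0.65) with a covariate for the level of hepatocyte genes in each library. AP2B1 had a mean of 0.117 CPM in PUL and 0.23 CPM in PL in S and was not tested, and GPX3 was not analysed here.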

The *LIPE* gene, which encodes a hormone-sensitive lipase, plays a role in triacylglycerol biosynthesis. The main function of LIPE is to mobilize stored fats by hydrolyzing the first fatty acid from a triacylglycerol molecule (Holm *et al.*, 1994). The *LIPE* gene was previously analyzed regarding fatty acid composition in pigs. Xue *et al.* (2015) showed that *LIPE* (*HSL*) c.442 G > A polymorphism affected the content of C12:0 and C14:0 fatty acids (*P*<0.05). The correlation analysis carried out in the present study identified trends indicating that *LIPE* expression in the *longissimus dorsi* muscle is positively related to IMF and backfat thickness values (but after Bonferroni correction the results were not significant). These findings should stimulate the search for genetic markers for fat content in the *LIPE* gene, which could be a good direction for further research.

The *APOD* and *LXRA* (*NR1H3*) genes encode proteins involved in the LXR/RXR activation pathway, and both have the ability to bind cholesterol. APOD promotes the conversion of HDL to LDL. Desai *et al.* (2002) found in Africans a few missense mutations, *Phe36Val*, *Tyr108Cys* and *Thr158Lys,* that were associated with elevated triglyceride levels and reduced HDL-cholesterol in plasma. Whereas, LXRA plays a role in lipid homeostasis by regulating the expression of genes involved in controling feed intake and cholesterol efflux (Christoffolete *et al.*, 2010). In pigs, Yu *et al.* (2006) identified that *LXRA HpyCH4*III polymorphism was significantly associated with the total lipid content of Berkshire and Yorkshire carcasses.

In turn, the *ENSSSCG00000028753 (CYP4F2* ortholog*)*, *GPX3* and *ASS1* genes were described by Ponsuksili *et al.* (2011) as having an effect on the ‘fat area’ in pigs. Glutathione peroxidase 3 (GPX3) containing a selenocysteine residue at its active site protects the cell from oxidative damage by the reduction of lipid peroxides (Takahashi *et al.*, 1987). A previous study showed that GPX3 levels in plasma were highly correlated with the triacylglycerides/HDL-cholesterol index and body mass in humans (Baez-Duarte *et al.*, 2012). In the present study, pigs showing higher *GPX3* expression in *semimembranosus* muscle have remained longer in the test conducted by Pig Station, which meant that they took more time to reach the weight of 100 kg (correlation with slaughter age, *r*=0.76, corrected *P*-value<0.01). This suggests that genes associated with lipid deposition are negatively correlated with pig weight gains. In turn, *CYP4F2* encodes the leukotriene-B(4) omega-hydroxylase 1 protein, which is a member of the cytochrome 450 superfamily. This hydrolase plays a role in the conversion of arachidonic acid to 20-hydroxyeicosatetraenoic acid (20-HETE), and thereby, CYP4F2 reduces the fatty acid metabolite content and also is a preventing factor of lipotoxicity in fatty liver disease by regulation of the fatty acid metabolism (Hardwick *et al.*, 2010). The above observations indicate a similar regulation involved in fat deposition and the appetite and satiety processes both in humans and pigs. This confirms the theory that pig is suitable for modeling of metabolic processes associated with human obesity, as previously suggested by Spurlock and Gabler (2008).

On the other hand, the PUL pigs used in the present study showed good meat tenderness and low water exudation. 

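CST6 (ENSSSCG00000012960), which encodes a cystatin, had 25.3 ± 5.87 CPM (SD, n = 8) in PUL and 14.9 ± 3.23 CPM (SD, n = 8) in PL in S. Its log2 fold change was -0.76 (standard error 0.17, adjusted p = 0.195 in the quasi-likelihood test, and 0.0253 in the exact test), and 7 of 8 PUL pigs lay above every PL pig. UCHL1 (ENSSSCG00000022945), a ubiquitin hydrolase gene, had 11.8 ± 6.22 CPM in PUL and 4.78 ± 2.66 CPM in PL (SD, n = 8 each) in S, a log2 fold change of -1.30 (standard error 0.35, adjusted p = 0.211, and 0.0524 in the exact test), with 6 of 8 PUL pigs above every PL pig, and in LD its log2 fold change was -1.38 (standard error 0.36). HP (ENSSSCG00000002749), which encodes the plasma protein haptoglobin, had 17.7 ± 19.2 CPM in PUL and 3.33 ± 1.97 CPM in PL (SD, n = 8 each) in LD, and 31.97 ± 48.7 CPM in PUL and 2.85 ± 1.44 CPM in PL (SD, n = 8 each) in S. Its log2 fold change was -2.41 in LD (standard error 0.61, adjusted p = 0.481) and -3.49 in S (standard error 0.73, adjusted p = 0.155), and the interaction of -0.67 had an adjusted p of 1.00. The exact test called HP in both muscles, with adjusted p of 0.0433 in LD and 0.00142 in S. In each muscle, 5 of 8 PUL pigs lay above every PL pig, and these were pigs 1, 2, 3, 4 and 5. The S library of PUL pig 5 had 147.1 CPM of HP, and without this pig the log2 fold change in S was -2.43. The libraries with high HP were also those with high ALB (ENSSSCG00000008948), the gene of serum albumin. ALB lay between 7.51 and 930.2 CPM in the libraries of PUL pigs 1 to 5, between 0 and 0.398 CPM in those of PUL pigs 13, 16 and 17, and between 0 and 4.41 CPM in those of PL pigs. With a covariate for the level of other hepatocyte genes in each library, the log2 fold change of HP was 0.17 in LD (standard error 0.34) and -0.78 in S (standard error 0.35). CTSD and ISG15 were not analysed here.

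**Figure D2:**
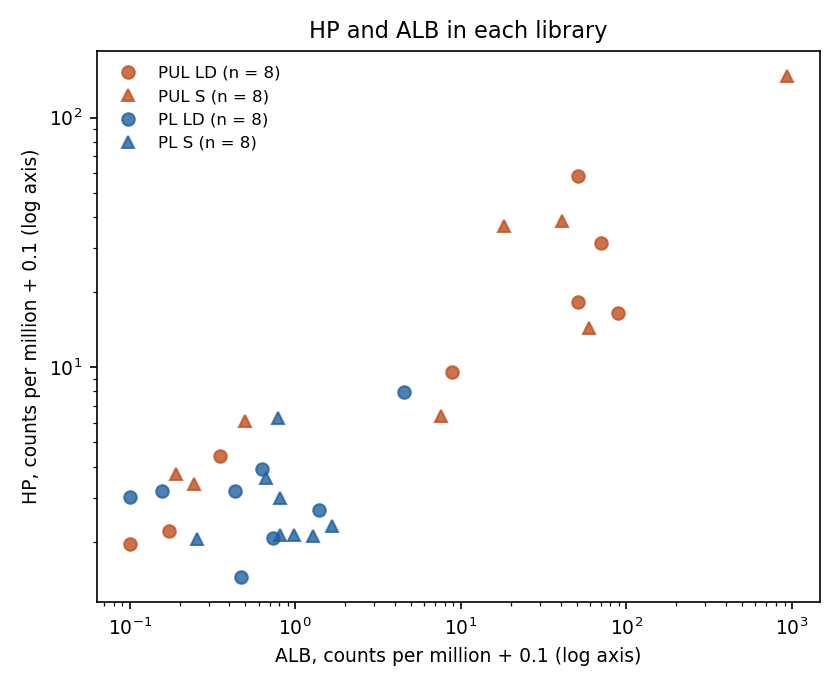
HP (y axis) and ALB (x axis) in each of the 32 libraries, in CPM with 0.1 added so that libraries with 0 counts can be drawn, both on log axes, with each point 1 library, circles for LD and triangles for S (n = 8 per breed and muscle). The 10 libraries of PUL pigs 1 to 5 lie to the right of every PL library, and the S library of pig 5 lies farthest out, at 930.2 CPM of ALB and 147.1 CPM of HP.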

The RNA-seq analysis showed that in PUL muscles, genes (*CST6, CTSD*, *ISG15, UCHL1* and *HP*) involved in proteolysis process were overexpressed. The correlation analysis revealed that *UCHL1* expression in the *longissimus dorsi* muscle was negatively related to meat exudation (*r*= -0.66, corrected *P*<0.05). The *UCHL1* gene encodes ubiquitin C-terminal hydrolase L1 that hydrolyzes a peptide bond at the C-terminal glycine of ubiquitin. In the mouse model, it was observed that elevation of UCHL1 in fibroblasts was associated with spinal muscular atrophy (Hsu *et al.*, 2010). However, the literature did not provide any information about the function of UCHL1 in muscle. The *HP* gene encodes haptoglobin, which is a circulating acute-phase protein having an anti-oxidant function. In humans, *HP* expression is induced in white adipose tissue, which is reflected in the increased plasma levels of the glycoprotein found in obese subjects (Chiellini *et al.*, 2004). In the present study, it was observed that *HP* expression in the *semimembranosus* was negatively correlated with pH estimated 24 h after slaughter (corrected *P*<0.05). Thus, it could be closely related to the proteolysis process, which is activated *post mortem* in response to a decrease in pH, which then determines meat tenderness (Huff-Lonergan *et al.*, 2010). However, no significant correlation of *HP* expression and meat texture parameters was observed in this study. The HP and UCHL1 functions are not exactly clear, but their increased expression in muscle tissue of pigs having high meat quality seems to be interesting. Therefore, they should be considered in further research.

The differentially expressed isoform analysis showed that in PUL muscles the seventh isoform of the *SEPT6* gene was up-regulated. This *SEPT6-007* isoform has a different length of the UTR region than the principal protein. *SEPT6* encodes septin 6 that interacts with Rho, regulating the actin cytoskeleton in the GTPases pathway (Mostowy and Cossart, 2012). In addition, SEPT6 plays a role in cytokinesis, contributing to cell proliferation, and this could be associated with its influence on pork texture parameters.

### Genes overexpressed in Polish Landrace pigs

These pig breed belong to the white pigs, having good growth traits, but its pork, as a consequence of breeding, has low quality. In the present study, the PL pigs presented extremely low meat quality, which allowed for a capture of genes associated with meat tenderness. Usually, the quality of PL pork is not so low (Ropka-Molik *et al.*, 2016). Nevertheless, this parameter is not considered during selection, which could lead to additional deterioration of PL pork quality. Therefore, the aim of this research was to reveal candidate genes for pork quality traits.

During RNA-seq analysis, it was found that genes involved in actin filament building, collagen fibril organization and focal adhesion were overexpressed in PL muscles. 

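COL11A1 (ENSSSCG00000006857), which encodes a chain of type XI collagen, had 5.29 ± 4.81 CPM (SD, n = 8) in PL and 1.54 ± 0.838 CPM (SD, n = 8) in PUL in S. Its log2 fold change was 1.76 (standard error 0.45, adjusted p = 0.204 in the quasi-likelihood test), the exact test gave an adjusted p of 0.0341, and 4 of 8 PL pigs lay above every PUL pig. In LD, its log2 fold change was 0.55 (standard error 0.42), 0.31 without PL pig 15, and the interaction of 1.05 had an adjusted p of 1.00. VCAN (ENSSSCG00000014136), the gene of the matrix proteoglycan versican, had 22.1 ± 18.7 CPM in PL and 7.09 ± 3.72 CPM in PUL (SD, n = 8 each) in S, a log2 fold change of 1.63 (standard error 0.45, adjusted p = 0.212), and the exact test gave an adjusted p of 0.0487. Other genes of collagen and matrix were examined as a list that held none of the paper's genes. All 11 tested genes of this list were higher in PL in each muscle, with a median log2 fold change of 0.96 in LD and 1.03 in S. In limma's rotation test fry, the list had an adjusted p of 0.241 in LD and 0.17 in S.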

Two up-regulated genes were found as playing a role in an interesting physiological pathway, such as Hippo signaling (*PPP1R11, FRMD6*). 

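The entry listed for PPP1R11 in Table 2 (ENSSSCG00000028347) had 13.4 ± 7.66 CPM (SD, n = 8) in PL and 2.62 ± 1.45 CPM (SD, n = 8) in PUL in LD, a log2 fold change of 2.37 (standard error 0.45, adjusted p = 0.18 in the quasi-likelihood test). In S, it had 13.5 ± 7.20 CPM in PL and 2.19 ± 1.59 CPM in PUL (SD, n = 8 each), a log2 fold change of 2.61 (standard error 0.46, adjusted p = 0.119). In each muscle 7 of 8 PL pigs lay above every PUL pig, and the exact test gave an adjusted p of 0.00201 in LD and 0.000151 in S. The exception was PL pig 15, with 1.79 CPM in LD and 3.04 CPM in S, and without this pig the quasi-likelihood test in LD gave a log2 fold change of 2.53 and an adjusted p of 0.0345, while leaving out other pigs gave up to 0.519 (without PUL pig 1). The gene names used here also give the name PPP1R11 to a second entry (ENSSSCG00000024259), and RSEM could have divided reads between the entries. The second entry had 19.2 ± 3.55 CPM in PUL and 8.02 ± 8.31 CPM in PL (SD, n = 8 each) in LD, and 18.8 ± 4.02 CPM in PUL and 6.81 ± 7.36 CPM in PL (SD, n = 8 each) in S. When the counts of both entries were added together, the log2 fold change was -0.03 in LD (standard error 0.12, adjusted p = 0.994) and -0.05 in S (standard error 0.13, adjusted p = 0.91). FRMD6 (ENSSSCG00000005027) had 13.7 ± 5.65 CPM in PL and 6.59 ± 2.44 CPM in PUL (SD, n = 8 each) in S, a log2 fold change of 1.05 (standard error 0.29, adjusted p = 0.212, and 0.0648 in the exact test), with 6 of 8 PL pigs above every PUL pig. In LD, the log2 fold change of FRMD6 was 0.89 (standard error 0.37), and 0.58 without PL pig 14.

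**Figure D3:**
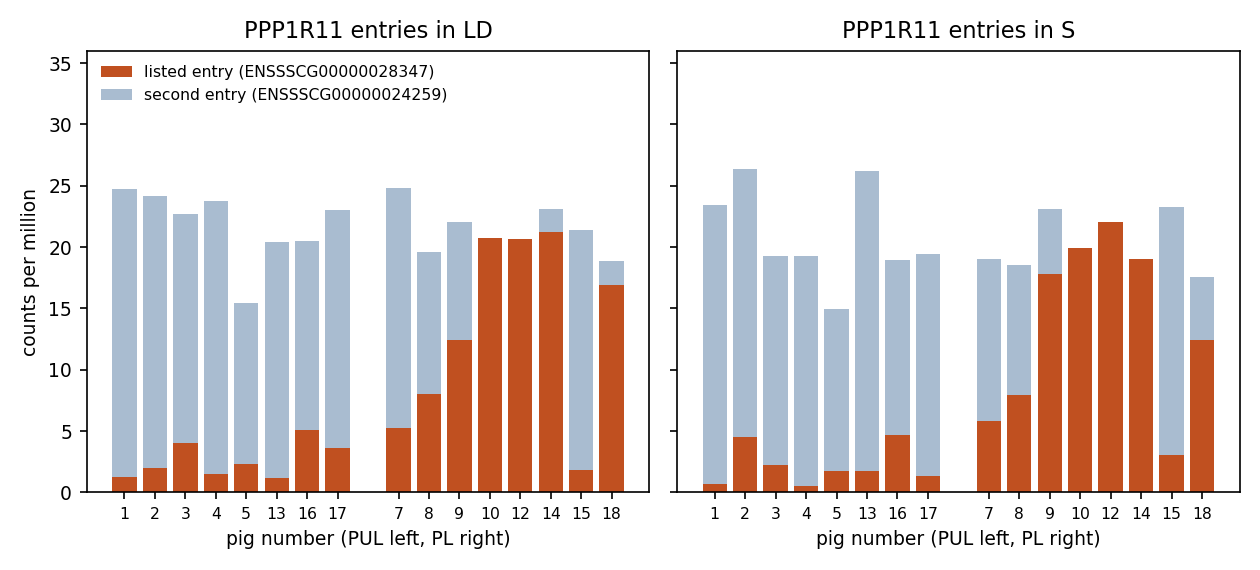
CPM (y axis) of the entry listed for PPP1R11 and of the second entry with this name, stacked for each pig (x axis, PUL pigs on the left and PL pigs on the right of each panel), in LD and in S, with each bar 1 library. The whole bars lie between 14.9 and 26.4 CPM in PUL and between 17.5 and 24.78 CPM in PL, while the share of the listed entry reaches 24.82% in PUL and lies between 8.39% and 100% in PL.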

Hippo signaling regulates organ growth in Drosophila and vertebrates, controling the specification, differentiation and proliferation of cells. *PPP1R11* encodes phosphatase 1 regulatory (inhibitor) subunit 11 (PPP1R11) that activates the YAP/TAZ complex, the main complex in Hippo signaling participating in apoptosis and cell proliferation (Halder and Johnson, 2011). In muscle, the mature fibers do not have the ability to proliferate, but the discovery of the myosatellite cells changed the view towards the emergence of new muscle fibers postnatally (Blaauw and Reggiani, 2014). The myosatellite cells have a multipotent character. They also can differentiate in the postnatal stage, thereby having an effect on myofibrillar network organization, contributing to the shaping of meat texture and water capacity (Bhat and Fayaz, 2011), and also growth traits. In the present correlation analysis, *PPP1R11* expression in LD muscle was highly negatively associated with tenderness (highly positive correlation with firmness value *r*=0.76, corrected *P*<0.01 and toughness value *r*=0.77, corrected *P*<0.01). In addition, the expression level measured in both investigated muscles was positively related with daily gain (LD *r*=0.80, S *r*=0.85, corrected *P*<0.01). It could be suggested that PPP1R11 plays some role in muscle fiber proliferation that occurs postnatally. Moreover, PPP1R11 is probably negatively associated with glucagon storage. Qiu *et al.* (2014) observed the overexpression of *PPP1R11* in muscles of patients with diabetes mellitus type 1. Similarly Yang *et al.* (2000) identified increased *PPP1R11* expression in skeletal muscles of insulin-sensitive Pima Indians. In turn, Kettunen *et al.* (2012) found that a single nucleotide polymorphism in *PPP1R11* was associated with VLDL particle concentration in plasma of Finnish cohorts. On the other hand, the present correlation analysis showed a highly significant positive association between *PPP1R11* expression in LD muscle and meat exudation measured also in *longissimus dorsi* (*r*=0.82, corrected *P*<0.01). Our observation confirmed the previous studies that reported that water loss was positively correlated with IIb type fibers and negatively with I and IIa type fibers (Ryu and Kim, 2005; Wojtysiak and Poltowicz, 2014) showing a much higher percentage of IIb fiber in the PL skeletal muscles compared to the PUL breed. In view of the above evidence, the *PPP1R11* gene is of interest in many contexts, both in its involvement in proliferation processes, glucagon storage, and influence on meat texture. Therefore, *PPP1R11* should be widely investigated when searching for genetic markers for meat quality.

A highly significant correlation was also identified for *CNN1* expression in *longissimus dorsi*. Increased *CNN1* expression was positive associated with daily gain (*r*=0.68, corrected *P*<0.05), water exudation (*r*=0.82, corrected *P*<0.01), and negatively with tenderness (firmness *r*=0.81, corrected *P*<0.01, toughness *r*=0.83, corrected *P*<0.01). *CNN1* encodes Calponin 1, which is a thin filament-associated protein contributing to the modulation and regulation of smooth muscle contraction. Calponin 1 is capable of binding to actin, calmodulin, troponin C and tropomyosin. The interaction with actin inhibits actomyosin Mg-ATPase activity (Samaha *et al.*, 1996). The *CNN1* gene should be further analyzed in the context of effect on pork quality and growth traits.

On the other hand, in skeletal muscle of PL pigs, genes involved in calcium ion binding (*PVALB, CIB2*, *PCDH17* and *CDH11*) were overexpressed. 

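PVALB (ENSSSCG00000000138), which encodes parvalbumin, had 316.1 ± 214.4 CPM (SD, n = 8) in PL and 74.1 ± 62.4 CPM (SD, n = 8) in PUL in LD. Its log2 fold change was 2.09 (standard error 0.55, adjusted p = 0.481 in the quasi-likelihood test, and 0.0644 in the exact test), and 6 of 8 PL pigs lay above every PUL pig. In S, PVALB had 397.9 ± 216.6 CPM in PL and 238.5 ± 213.4 CPM in PUL (SD, n = 8 each), a log2 fold change of 0.74 (standard error 0.52), 1.17 without PUL pig 17, and the interaction of -1.12 had an adjusted p of 1.00. CIB2 (ENSSSCG00000001762) had 10.6 ± 4.07 CPM in PL and 5.03 ± 1.50 CPM in PUL (SD, n = 8 each) in LD, a log2 fold change of 1.08 (standard error 0.23, adjusted p = 0.335), and the exact test gave an adjusted p of 0.038. In S, the log2 fold change of CIB2 was 0.13 (standard error 0.24), near 0 whichever pig was left out (0.08 without PUL pig 13, -0.0001 without PL pig 7, 0.22 without PL pig 10, -0.03 without PL pig 14 and 0.24 without PL pig 18), and the interaction of -1.05 did not pass the adjustment over all genes (adjusted p = 1.00). PCDH17 (ENSSSCG00000009446) had 8.88 ± 3.89 CPM in PL and 3.67 ± 0.979 CPM in PUL (SD, n = 8 each) in S, a log2 fold change of 1.28 (standard error 0.27, adjusted p = 0.155), with 7 of 8 PL pigs above every PUL pig, and the exact test gave an adjusted p of 0.00887. CDH11 (ENSSSCG00000002795) had 25.5 ± 27.9 CPM in PL and 8.72 ± 3.61 CPM in PUL (SD, n = 8 each) in S, a log2 fold change of 1.54 (standard error 0.43, adjusted p = 0.219, and 0.0534 in the exact test). PL pig 8 had 94.1 CPM of CDH11, and without this pig the log2 fold change was 0.85.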

Ca^2+^ ions play a key role in the quality of pork through determining calpain activity (Lian *et al.*, 2013), which is important in the tenderization process. *CIB2* encodes calcium and integrin binding family member 2 protein (CIB2) that binds a novel integrin, α7Bβ1D. The absence of this integrin in muscle tissue results in myopathy, both in mice and humans (Häger *et al.*, 2008). In turn, the protein encoded by *PVALB* is involved in the relaxation of muscle by rapidly sequestering calcium from the sarcoplasm of the cell (Mutryn *et al.*, 2015). In the present study, a high correlation was observed between *PVALB* expression and meat texture parameters (firmness *r*=0.71, corrected *P*<0.05, toughness *r*=0.68 corrected *P*<0.05) in LD muscle, which could be associated with its role in the calcium efflux process. In turn, the cadherins PCDH17 and CDH11 promote the fusion of mononuclear myoblast cells into polynuclear myotubes, which is one of the essential steps in myogenesis (Waibler and Starzinski-Powitz, 2002). Thus, these genes could influence pork texture parameters by determining muscle fiber development.

## Conclusions

The study presents a gene cluster (*PPP1R11, SFRP2, CIB2, PVALB, UCHL1* and *CNN1*) that is probably associated with meat quality via regulating cell proliferation and differentiation, and calcium binding in muscles. Moreover, we propose a number of genes as candidates for fat content in pigs (*LIPE, LXRA, HP*), which were previously investigated in terms of human obesity. These candidate genes should be analyzed in future association studies, aiming at identifying genetic markers.

## Supplementary material

The following online material is available for this article:

Table S1 - Overall statistics and read annotations obtained for each library.

Table S2 - Primer and TaqMan probes used in validation.

Table S3 - Genes differentially expressed in *semimembranosus* muscle of Polish Landrace pigs.

Table S4 - Pearson correlation coefficient for DEGs in *longissimus dorsi* and pig production traits.

Table S5 - Correlation coefficient for DEGs in *semimembranosus* and pig production traits.

# Supplementary material for: A comprehensive transcriptome analysis of skeletal muscles in two Polish pig breeds differing in fat and meat quality traits
**Source:** Genet Mol Biol. 2018 Jan-Mar;41(1):125–36. doi: 10.1590/1678-4685-GMB-2016-0101
**Supplement:** Supplementary file 2

## Supplementary Material to “A comprehensive transcriptome analysis of skeletal muscles in two Polish pig breeds differing in fat and meat quality traits”

**Table S2** - Primer and TaqMan probes used in validation.

| Gene           |                                                                   | Primers and Probe<br>or<br>Taqman Gene Expression Assay ID | Amplicon<br>length<br>[bp] | Label    | Reference sequences<br>accession numbers | Exon Boundary |
|----------------|-------------------------------------------------------------------|------------------------------------------------------------|----------------------------|----------|------------------------------------------|---------------|
| <i>PPP1R11</i> | protein phosphatase 1 regulatory inhibitor subunit 11             | Ss03390641_m1                                              | 73                         | FAM      | NM_001123166.1                           | 1-2           |
|                |                                                                   | Ss03390642_g1                                              | 72                         | FAM      | NM_001123166                             | 2-3           |
|                |                                                                   | TCACTGAGACAACGGTTACC                                       | 95                         | EvaGreen | ENSSSCG00000028347                       | 2-3           |
|                |                                                                   | GGAAGGTCCCAGCAAATCTTC                                      |                            |          |                                          |               |
|                |                                                                   | CGGAAGCCAGAGAAAAAGGT                                       | 159                        | EvaGreen | ENSSSCG00000028347                       | 3-4           |
|                |                                                                   | TATGACCACAGCCCTCCTCT                                       |                            |          |                                          |               |
| <i>UCHL1</i>   | ubiquitin carboxyl-terminal esterase L1 (ubiquitin thiolesterase) | Ss03381306_u1                                              | 131                        | FAM      | NM_213763                                | 2-3           |
| <i>HES1</i>    | hes family bHLH transcription factor 1                            | Ss04321631_g1                                              | 75                         | FAM      | BX930390.1                               | 2-3           |
| <i>MAOB</i>    | monoamine oxidase B                                               | Ss03378378_u1                                              | 74                         | VIC      | NM_001195231                             | 15-15         |
| <i>SFRP2</i>   | secreted frizzled-related protein 2                               | Ss04327215_m1                                              | 99                         | VIC      | NM_001244395.1                           | 1-2           |
| <i>VCAN</i>    | versican                                                          | Ss04323138_m1                                              | 67                         | VIC      | NM_001206429.1                           | 3-4           |
| <i>HP</i>      | haptoglobin                                                       | Ss03393371_u1                                              | 90                         | FAM      | NM_214000.2                              | 5-5           |
| <i>OAS2</i>    | 2'-5'-oligoadenylate synthetase 2, 69/71kDa                       | Ss03392009_m1                                              | 65                         | FAM      | NM_213577.1                              | 4-5           |
| <i>PVALB</i>   | parvalbumin                                                       | Ss04247063_m1                                              | 86                         | FAM      | NM_001190157.1                           | 3-4           |
| <i>GPX3</i>    | glutathione peroxidase 3 (plasma)                                 | Ss03387487_u1                                              | 80                         | FAM      | NM_001115155.1                           | 5-5           |
| <i>CNN1</i>    | calponin 1, basic, smooth muscle                                  | Ss03392449_g1                                              | 83                         | VIC      | NM_213878.1                              | 4-5           |
| <i>ASS1</i>    | argininosuccinate synthase 1                                      | Ss03373750_m1                                              | 65                         | VIC      | AK232885.1                               | 12-13         |
| <i>APOD</i>    | Apolipoprotein D                                                  | CTCCTTGGAGTGGCTGAGG                                        | 152                        | EvaGreen | ENSSSCG00000011831                       | 2-3           |
|                |                                                                   | GCTTGGATGCAACTTCCTT                                        |                            |          |                                          |               |

| Gene                |                                                                | Primers and Probe<br>or<br>Taqman Gene Expression Assay<br>ID          | Amplicon<br>length<br>[bp] | Label    | Reference sequences<br>accession numbers | Exon Boundary |
|---------------------|----------------------------------------------------------------|------------------------------------------------------------------------|----------------------------|----------|------------------------------------------|---------------|
| <i>PEX11G</i>       | Peroxisomal biogenesis factor 11 gamma                         | CCAGCTCTACTACCCCTGTG<br>CGTCTCAGCTTCAGGACCAT                           | 158                        | EvaGreen | ENSSSCG00000013569                       | 2-3           |
| <i>LIMK1</i>        | LIM domain kinase 1                                            | TGCAAGAAGGACTACTGGGC<br>CCAGAGTGTAGGTGTCCCC                            | 165                        | EvaGreen | ENSSSCG00000030378                       | 2-3           |
| <i>LXRA (NR1H3)</i> | nuclear receptor subfamily 1, group H, member 3                | Ss03389237_g1                                                          | 101                        | VIC      | NM_001101814.1                           | 5-6           |
| <i>LIPE</i>         | lipase E, hormone sensitive type                               | Ss03383966_u1                                                          | 96                         | FAM      | NM_214315.1                              | 9-9           |
| <i>OAZ1</i>         | ornithine decarboxylase antizyme 1<br><b>housekeeping gene</b> | Ss03387505_u1                                                          | 77                         | VIC      | NM_001122994.1                           | 5-5           |
| <i>RPL27</i>        | 60S ribosomal protein L27<br><b>housekeeping gene</b>          | 5`NED – CGGTCATCGTAAAGAA<br>CGCTACTCCGGACGCAAA<br>GGTCTGAGGTGCCATCATCA | 55                         | NED      | ENSSSCG00000025507                       | 1-2           |

# Supplementary material for: A comprehensive transcriptome analysis of skeletal muscles in two Polish pig breeds differing in fat and meat quality traits
**Source:** Genet Mol Biol. 2018 Jan-Mar;41(1):125–36. doi: 10.1590/1678-4685-GMB-2016-0101
**Supplement:** Supplementary file 4

Supplementary Material to “A comprehensive transcriptome analysis of skeletal muscles in two Polish pig breeds differing in fat and meat quality traits”

Table S4 - Pearson correlation coefficient r between FPKMs of DEGs in *longissimus dorsi* and pig production traits.

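Each coefficient in Table S4 relates the FPKM of a gene in LD, which is its expression scaled for gene length and library size, to a trait of the same pig. The pigs of both breeds enter each coefficient together. A coefficient therefore holds a part that comes from the difference between the breed means of the gene and of the trait, which Table 1 gives for the traits, and a part that comes from the pigs within each breed.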

| Trait                               | Differentially expressed genes |                |             |             |             |               |              |             |             |              |               |                |           |                |               |                |             |
|-------------------------------------|--------------------------------|----------------|-------------|-------------|-------------|---------------|--------------|-------------|-------------|--------------|---------------|----------------|-----------|----------------|---------------|----------------|-------------|
|                                     | <i>ASS1</i>                    | <i>UCHL1</i>   | <i>LIPE</i> | <i>HES1</i> | <i>LXRA</i> | <i>MAOB</i>   | <i>SCRF2</i> | <i>VCAN</i> | <i>APOD</i> | <i>LIMK1</i> | <i>PEX11G</i> | <i>PPP11R1</i> | <i>HP</i> | <i>OAS2</i>    | <i>PVALB</i>  | <i>CNN1</i>    | <i>GPX3</i> |
| Fattening traits                    |                                |                |             |             |             |               |              |             |             |              |               |                |           |                |               |                |             |
| age at slaughter (day)              | 0.49                           | <u>0.70**</u>  | 0.05        | -0.19       | 0.51*       | 0.57*         | 0.01         | -0.16       | 0.19        | 0.53*        | 0.49*         | -0.32          | 0.43      | <u>-0.67**</u> | -0.34         | -0.45          | 0.28        |
| daily gain (g/kg)                   | -0.41                          | -0.58*         | -0.39       | 0.01        | -0.41       | -0.61*        | 0.26         | 0.49        | -0.18       | -0.40        | -0.56*        | <u>0.80***</u> | -0.35     | -0.54*         | 0.54*         | <u>0.68**</u>  | -0.24       |
| feed gain ration (g/day)            | 0.40                           | 0.47           | 0.29        | -0.12       | 0.41        | <u>0.69**</u> | -0.31        | -0.57*      | 0.02        | 0.32         | 0.45          | -0.63**        | 0.18      | 0.44           | -0.46         | -0.47          | 0.05        |
| feed intake (kg)                    | 0.62*                          | 0.54*          | 0.34        | -0.07       | 0.32        | <u>0.66**</u> | -0.30        | -0.49       | -0.01       | 0.57*        | 0.43          | -0.59*         | 0.23      | 0.48           | -0.56*        | -0.48          | 0.02        |
| Slaughter traits                    |                                |                |             |             |             |               |              |             |             |              |               |                |           |                |               |                |             |
| weight of loin (kg)                 | 0.05                           | -0.03          | -0.41       | 0.03        | -0.23       | -0.26         | 0.21         | 0.51        | -0.14       | 0.16         | -0.19         | 0.57*          | -0.15     | -0.01          | 0.08          | 0.29           | -0.17       |
| backfat thickness (cm)              | 0.57*                          | 0.31           | 0.55*       | 0.30        | 0.18        | 0.28          | -0.09        | -0.21       | 0.27        | 0.35         | 0.37          | -0.44          | 0.44      | 0.40           | -0.53*        | -0.43          | 0.29        |
| loin eye area (cm2)                 | -0.41                          | -0.2           | -0.49       | -0.24       | -0.25       | -0.27         | 0.22         | 0.57*       | -0.19       | -0.27        | -0.27         | 0.28           | -0.38     | -0.19          | 0.06          | 0.27           | -0.26       |
| meat percentage (%)                 | -0.63*                         | -0.39          | -0.55*      | -0.24       | -0.45       | -0.51*        | 0.05         | 0.07        | -0.41       | -0.33        | -0.53*        | 0.35           | -0.51*    | -0.31          | 0.58*         | 0.39           | -0.39       |
| Longissimus dorsi                   |                                |                |             |             |             |               |              |             |             |              |               |                |           |                |               |                |             |
| meat exudation                      | -0.21                          | <u>-0.66**</u> | -0.30       | 0.49        | -0.42       | -0.61*        | 0.18         | 0.46        | -0.28       | -0.37        | -0.57*        | <u>0.82***</u> | -0.41     | -0.55*         | 0.45          | <u>0.82***</u> | -0.26       |
| meat redness (MA)                   | -0.28                          | -0.30          | -0.13       | 0.31        | -0.23       | -0.23         | 0.25         | 0.40        | 0.11        | -0.50*       | -0.09         | 0.42           | -0.19     | -0.21          | 0.38          | 0.50*          | -0.02       |
| Intramuscular fat (%)               | 0.48                           | 0.07           | 0.61**      | 0.35        | 0.21        | 0.21          | -0.01        | -0.07       | 0.23        | 0.13         | 0.20          | -0.27          | 0.28      | 0.01           | -0.37         | -0.18          | 0.22        |
| firmness<br>by Warner-Bratzler (N)  | -0.36                          | -0.64**        | -0.41       | 0.37        | -0.38       | -0.61*        | 0.24         | 0.46        | -0.32       | -0.41        | -0.59*        | <u>0.76***</u> | -0.47     | -0.63**        | <u>0.71**</u> | <u>0.88***</u> | -0.32       |
| toughness<br>by Warner-Bratzler (N) | -0.29                          | -0.61*         | -0.31       | 0.41        | -0.41       | -0.60*        | 0.21         | 0.41        | -0.30       | -0.38        | -0.61*        | <u>0.77***</u> | -0.45     | -0.60*         | <u>0.68**</u> | <u>0.83***</u> | -0.30       |
| harness by TPA (N)                  | -0.49                          | -0.53*         | -0.17       | 0.06        | -0.25       | -0.39         | -0.21        | -0.11       | -0.34       | -0.10        | -0.52*        | -0.10          | -0.28     | <u>-0.66**</u> | 0.28          | 0.16           | -0.29       |

\*- P≤0.05; \*\*- P≤0.01, \*\*\*- P≤0.001, underlined values were significant after Bonferroni correction. The transcript levels of DEGs were showed as normalized FPKM values.

How the deposited data were processed for this re-analysis (not part of the article)

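Gene expression was measured by RNA sequencing in the longissimus dorsi (LD) and semimembranosus (S) muscles of 8 Pulawska (PUL) and 8 Polish Landrace (PL) gilts, 32 libraries in all. Samples were grouped by the breed and muscle that the study's sample labels give. The labels hold the same numbers for both muscles, and these were taken as the pigs to pair LD and S libraries. For shear force, the labels give PUL as high and PL as low, while the paper gives PUL the lower firmness. All columns of the tables could be matched to a sample.

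The authors removed adapters and reads of low quality, aligned the reads to Sscrofa10.2 with Bowtie 2, and estimated expression with RSEM. The deposited values are RSEM's expected counts per gene and per isoform, not normalized for depth, which the authors estimated with reads of several possible origins divided among genes. There are 25322 gene IDs and 30585 isoform IDs, while the paper's annotation is stated to hold 21630 genes. Symbols were taken from the paper's tables and from a table of gene names, which gave a symbol to 11804 of the gene IDs. No genome of this assembly was used here, so no coordinates are given. For 5 genes named in the paper (CTSD, GPX3, ISG15, HES1 and TCHP), no ID was paired with the name. The trait values and qPCR values of each pig were not used here, nor were baySeq, pathway tests or intronic reads.

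From there, the expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In each muscle, edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) compared the breeds with TMM factors, edgeR's filterByExpr with the breeds as groups, and Benjamini-Hochberg adjustment. The fold change minimum of 1.3 and the threshold of 0.05 are those of the paper's methods, which name edgeR, DESeq2 and baySeq. Standard errors of log2 fold changes were obtained from the F statistic. Means and SDs are of counts scaled to library size with TMM factors (CPM). The interaction of breed and muscle was tested over all 32 libraries with the pig as a block. Lists of marker genes were tested with limma's fry on voom values, with adjustment over 10 lists in both muscles: adipocyte, fibroblast and matrix, smooth muscle, endothelial, interferon response, red blood cell, slow fibre, fast fibre, immediate early and mitochondrial genes. A list of plasma and B cell genes had only 1 tested gene. Lists of hepatocyte and proliferation genes were added after the data were examined and adjusted separately. The level of hepatocyte genes in a library was the mean over 24 of these genes of log2(CPM + 0.5), centred, without ALB and HP, and entered some fits as a covariate.

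Before the data were examined, the sample groups, the tests, the alternatives and the rule for the genes named in the text were fixed. The rule was every gene that the paper names as differentially expressed, the 5 genes with the largest changes in each direction among those past the threshold, and the 5 genes with the smallest p in the interaction test. No gene passed the threshold, so the text names the paper's genes and those of the interaction. ALB, NDUFA6, the second PPP1R11 entry, ENSSSCG00000023287 and genes called only without a single library were named after their values were seen. The alternatives were edgeR's exact test, DESeq2, the genes called by both, RLE factors, library size alone, no filter, at least 10 counts in every library, no fold change minimum, the replicate number as a block, both muscles in one fit (without the pig as a block), robust dispersion, and leaving out each library in turn. DESeq2 with its fold change prior, the sum of the PPP1R11 entries and the hepatocyte covariate were added after the data were examined.

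Counts per library ranged from 8821273 to 24761853. No pair of libraries of a group was alike within sampling noise, the lowest chi-square per degree of freedom being 39.7. Intervals were not computed for single libraries, and the precision of the values is given by the SD over 8 pigs and by the standard errors.

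The tests were first tested on simulated counts drawn from the means, dispersions and library sizes of the real genes, with 200 genes changed. Each gene and library was drawn independently, so variation shared between genes was not simulated. In LD, the quasi-likelihood test recovered 87% of the genes changed 4-fold and 54% of those changed 2-fold, with 9 false among 150 calls over 10792 genes. In S, it recovered 97% and 55%, with 8 false among 160 calls over 10687 genes. The exact test made 26 false calls among 181 in LD and 19 among 184 in S, and DESeq2 made 30 among 188 and 30 among 196. The interaction test recovered 61% of 200 genes changed 4-fold in 1 group, with 10 false calls over 11563 genes. Smaller interactions were not simulated.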

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

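The tests on hepatocyte genes, on the entries named PPP1R11 and on ENSSSCG00000023287 were chosen only after these results were seen.

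In 106 groups of 8 libraries (the paper's genes in the muscle they are listed for, SEPT6-007 and the library totals, each within a breed), the gap between the most extreme library and its neighbour was compared with the range of the group. Chance would put 5.3 groups past Dixon's critical value, and 5 groups lay past it. RGP1 was high in S of PUL pig 2, at 18.7 CPM where the next highest pig had 13.1 CPM (gap of 0.626 of the range on the log2 scale), and PCDH17 was low in the same library, at 1.56 CPM with the next lowest pig at 3.37 CPM (0.687). SFRP2 was low in S of PL pig 14, at 2.12 CPM with the next lowest pig at 15.3 CPM (0.739). CDH11 was high in S of PL pig 8, at 94.1 CPM with the next highest pig at 19.6 CPM (0.725). The total count of the S library of PUL pig 16 was 24761853 (0.758). The number of such groups is what chance gives, and no biological explanation was tested for them. Library size as a source of the breed differences is argued against by the totals, which did not differ between the breeds (exact permutation test, p = 0.939 in LD and p = 0.466 in S).

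Genes that the liver expresses were found in muscles of some PUL pigs, and the paper's text does not discuss liver as a source of transcripts in its muscle samples. Of a list of 35 hepatocyte genes, 29 were in the tables, 5 of these had a mean of at least 1 CPM in PL muscle, and the other 24 were used. None of the 24 is among the paper's genes. Summed over these genes, PUL pig 1 had 21.3 CPM in LD and 116.3 CPM in S, pig 2 had 138.2 and 55.5, pig 3 had 59.4 and 12.8, pig 4 had 79.7 and 56.1, and pig 5 had 84.3 and 786.3. PUL pigs 13, 16 and 17 had between 1.09 and 3.60 CPM, and the PL pigs between 0.972 and 5.88 CPM. In S of pig 5, ALB had 930.2 CPM, TF 147.6, FGB 96.2, APOC3 89.7 and TTR 60.9. A candidate explanation is RNA from liver in the muscle samples of pigs 1 to 5. It needs most hepatocyte genes to rise together, and at least 17 of the 24 genes lay above every PL library in each library of these pigs. A breed difference shared by all PUL pigs is argued against, since 5 of 8 PUL pigs lay above the PL range in both muscles. Within PUL the transcripts went with the number of the pig: all 5 pigs numbered below every PL pig lay above the PL range, and 0 of the 3 PUL pigs whose numbers lie among those of the PL pigs (7 to 18) did. This is consistent with an order or batch of sampling behind the numbers, and the paper's text does not say what they stand for. That muscle of these pigs itself made the transcripts was not tested. With the hepatocyte level as a covariate, the log2 fold change of HP went from -2.41 to 0.17 in LD (standard error 0.34) and from -3.49 to -0.78 in S (standard error 0.35), which is consistent with HP being part of the same signal. Of the 28 genes that the paper counts as higher in PUL in S, 15 other than HP were named and tested, and RNA from liver as the source of most of these 15 is argued against, since 14 kept an unadjusted p under 0.05 with the covariate. The genes not named were not tested for it. ASS1 did not, with a log2 fold change of -0.49 (standard error 0.65). In LD, 3 of 4 genes other than HP kept it, while IGLC went from -3.01 to -1.66 (standard error 1.05) and did not, so a part of liver RNA in its difference stays open. Of the genes with an unadjusted p under 0.05 before, 875 of 1252 kept it in S and 329 of 772 in LD. In all, 2144 genes in S and 647 in LD had an unadjusted p under 0.05 with the covariate, and 17 genes in S (8 of them higher in PUL) and 0 in LD passed the threshold. Since the hepatocyte level is high in PUL pigs alone, the covariate can also take up part of the breed difference.

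The second entry named PPP1R11 (ENSSSCG00000024259), which the paper does not list, had a mean of 19.2 CPM in PUL in LD. One explanation of the difference in the listed entry is that reads of the same transcripts are divided between the entries. It needs the sum to be equal in the breeds, and the log2 fold change of the summed counts was -0.031 in LD (standard error 0.12) and -0.046 in S (standard error 0.13), against 2.37 and 2.61 for the listed entry. The division may follow a variant or copy carried by the pig. The share of the listed entry differed between the muscles of a pig by a median of 4.05 percentage points, while it ranged from 2.86% to 100% over the libraries. PL pigs 10 and 12 were at 100% in both muscles and PL pig 15 was at 8.39% in LD and 13.1% in S, and the largest difference within a pig was 20.6 percentage points, in PL pig 9. A difference between the breeds in the frequency of such a variant stays open, and sequences were not compared. The paper also reports that its qPCR values of PPP1R11 correlated with RNA-seq, and some of its primer pairs refer to the listed entry. Whether these assays tell the entries apart was not examined.

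ENSSSCG00000023287, to which no name was paired, had the smallest adjusted p in LD (log2 fold change 8.45, standard error 1.44) and is not among the paper's genes. It had a mean of 102.7 CPM in LD of PL, with 31.6 CPM in pig 7, 10.1 in pig 8, 306.6 in pig 9, 197.0 in pig 10, 176.3 in pig 15, 100.1 in pig 18 and 0 in pigs 12 and 14. No PUL library exceeded 0.853 CPM. Its adjusted p was 0.0223 without PL pig 12 and 0.02 without PL pig 14, and up to 0.339 (without PUL pig 1) when other pigs were left out. In S it did not pass the filter on low counts and was not tested, and it had 129.2 CPM in PL pig 7, 217.7 in pig 8, 85.2 in pig 9, 65.2 in pig 10, 116.4 in pig 15, 42.4 in pig 18 and 0 in pigs 12 and 14. Pig 8 thus had the lowest value of the 6 pigs in LD and the highest in S, and a mislabelled sample of this pig is weighed below with the libraries of the same pig. In 16 of 16 pigs both muscles were on the same side of 1 CPM, which is consistent with a variant or copy that some PL pigs carry. A difference in regulation between pigs was not tested.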

How the results depend on the processing

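DESeq2 with its fold change prior, the sum of the entries named PPP1R11 and the hepatocyte covariate were chosen only after the data were examined.

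The number of differentially expressed genes depended on the test. In place of 0 genes in each muscle, the exact test gave 13 in LD and 57 in S, DESeq2 gave 19 and 103, both tests together gave 13 and 52, and DESeq2 with its prior gave 17 and 99. With the hepatocyte covariate, 0 genes were called in LD and 17 in S, of which 8 were higher in PUL. With no filter on low counts, 4 genes were called in LD and 4 in S, and with RLE factors 0 and 1. With both muscles in one fit, 6 and 70 were called, of which 63 in S were higher in PUL. That fit had no term for the pig, so it took the LD and S libraries of a pig as independent. For isoforms, in place of 0, the exact test gave 1 in LD and 23 in S, DESeq2 gave 20 and 76, both tests together gave 1 and 21, and no filter gave 1 and 3. Why the tests differ was not tested. On simulated counts in LD, 9 of 150 calls of the quasi-likelihood test, 26 of 181 calls of the exact test and 30 of 188 calls of DESeq2 were false. Under library size alone, at least 10 counts in every library, robust dispersion (genes only) and no fold change minimum, the counts stayed at 0 for genes and isoforms in both muscles. In LD, library size alone shifted the median log2 fold change of all genes to -0.18, so changes under that setting are relative to this shift.

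Leaving out each library in turn gave from 0 to 1 genes in LD, from 0 to 1 in S and from 0 to 1 isoforms in each muscle. In LD, the gene called was ENSSSCG00000001239 without PUL pig 5, RASGEF1C without PUL pig 16, ENSSSCG00000023287 without PL pig 12 or without PL pig 14, and the listed entry of PPP1R11 without PL pig 15. In S, it was APOD without PUL pig 3 and SFRP2 without PL pig 14.

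The interaction of breed and muscle gave 0 genes under each of its 6 alternatives, with between 224 and 434 genes at an unadjusted p under 0.05. No marker list passed in fry (0 of 20), nor under camera with an estimated correlation, library size alone or at least 10 counts in every library. Camera with a preset correlation of 0.01 called 6 lists, none of which held under fry or under the estimated correlation. From 0 to 1 lists passed across the fits that each left out 1 pig of a breed in both muscles, smooth muscle in LD without PUL replicate 3 and red blood cell in S without PUL replicate 5. Of the added lists, hepatocyte in LD passed without PUL pig 1 or without PUL pig 16 (adjusted p = 0.0377 and 0.0356), and proliferation in S without PUL pig 1, PUL pig 17 or PL pig 14 (0.0377, 0.0272 and 0.0198). The cause was not tested. The number of S libraries matched to the LD library of the same pig was 6, 7 with only the most variable genes and 6 with Pearson's r. The median absolute implied correlation within breeds was 0.169, 0.197 on the log2 scale and 0.163 with library size alone.

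Of the 52 results for single genes and isoforms that were followed over the settings, the direction reversed only when both entries of PPP1R11 were added (-0.031 in LD and -0.046 in S) and for HP in LD with the hepatocyte covariate (0.17), both of which change what is counted or adjusted for. The others kept their direction under each setting run for them, and the filter of 10 counts was run for 47 of the 52 and the covariate for 21. In the other muscle, CIB2 in S, whose change was near 0, changed sign without PL pig 7 or PL pig 14. Medians of several lists also changed sign when 1 pig was left out. Results that passed the threshold numbered 49 under DESeq2, 46 with its prior, 30 under the exact test, 30 under both tests, 11 with both muscles in one fit, 2 with no filter, 1 with RLE factors and 1 with the covariate, and 9 list results passed under camera with the preset correlation.

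With the replicate number as a block, 0 genes were called in LD and 0 in S (990 and 1024 with an unadjusted p under 0.05), and 0 isoforms in each muscle. The replicate numbers were treated as shared numbers only, because not every pair was alike: the correlation of same-numbered libraries was over 0.1 in 6 of 8 pairs in LD (mean 0.229, from -0.30 to 0.54) and in 2 of 8 in S (mean -0.051, from -0.31 to 0.25). Something shared by same-numbered libraries in LD stays open.

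Changes can be missed at this depth and number of pigs, neither of which was varied. In the simulation the quasi-likelihood test recovered 54% of genes changed 2-fold in LD and 55% in S. Its counts were drawn independently for each gene and library, so recovery in the real libraries may be lower. There, some large changes did not pass the same test. HP in S (log2 fold change -3.49) had an adjusted p of 0.155 and IGLC in LD (-3.01) had 0.513. AP2B1, at 0.117 and 0.23 CPM in S, was too low to be tested.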

Differences from the paper's values

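DESeq2 with its fold change prior, tried because the paper's DESeq fold changes were smaller than those obtained here, and the hepatocyte covariate were chosen only after the values were seen.

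The paper reports 6 genes higher in PUL in LD and 28 in S, and the quasi-likelihood test gave 0 and 0 (379 and 677 with an unadjusted p under 0.05). Of the alternatives set before the data were examined, the genes called by both the exact test and DESeq2 came to 6 in LD and 28 in S, and the exact test alone gave 6 in LD and 33 in S, all within 1.5 times the paper's numbers. DESeq2 gave 8 in LD, within that range of 6, and 57 in S, outside it. With both muscles in one fit the numbers were 3 and 63, with no filter 3 and 3, with RLE factors 0 and 1, and with the hepatocyte covariate 0 and 8, all outside it, and the remaining settings (library size alone, at least 10 counts, the replicate block, robust dispersion and each library left out) gave 0 or 1. DESeq2 with its prior gave 7 in LD, within the range, and 53 in S, outside it. In LD, Table 2 lists 5 genes higher in PUL and the isoform SEPT6-007, so the paper's 6 may count the isoform, while the numbers here are of genes alone. Against 5 genes, the 8 of DESeq2 lie outside 1.5 times and the other settings stay as stated. Equal numbers are also not the same genes, as 3 of the 5 (BCAR3, HP and ENSSSCG00000028753) are among the 6 of the exact test. Whether the 28 of S hold an isoform was not examined.

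For 9 genes of Table 2, the paper's DESeq fold change in LD differs from the DESeq2 value obtained without a prior. The values are signed folds, PL over PUL. For PPP1R11 the paper gives 2.40 and DESeq2 gave 5.17, for CNN1 2.06 and 2.61, for NDUFA6-like (ENSSSCG00000021119) 2.05 and 4.40, for PVALB 1.91 and 4.29, and for TMEM106C-like (ENSSSCG00000028397) 1.88 and 2.54. For IGLC the paper gives -1.48 and DESeq2 gave -8.06, for OAS2 -1.91 and -3.07, for HP -1.95 and -5.28, and for ENSSSCG00000028753 -1.96 and -3.09. None of the alternatives set before the data were examined gives another DESeq2 value. With DESeq2's fold change prior, chosen after seeing the values, the folds were 2.53 for PPP1R11, 2.11 for CNN1, 2.15 for NDUFA6-like, 2.02 for PVALB, 1.93 for TMEM106C-like, -1.67 for IGLC, -1.97 for OAS2, -2.06 for HP and -2.04 for ENSSSCG00000028753, all within the error of the paper's values. The paper's edgeR fold changes of the 14 genes, and both of its values for SEPT6-007, lay within the error of the values obtained here.

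The paper lists 14 genes for LD and names 42 for S as differentially expressed (an incomplete list, as Table S3 was not used here), and 0 of the 14 and 0 of the 35 tested for S passed the quasi-likelihood test, with 14 and 34 at an unadjusted p under 0.05. The exact test called 9 of the LD genes and 19 of the S genes, DESeq2 called 13 and 33, and both tests together called 9 and 19. DESeq2 with its prior called 13 and 33. With both muscles in one fit, PPP1R11 and CNN1 were called in LD and 8 genes in S (HP, MAOB, ASS1, APOD, LXRA, PEX11G, ALDH1L2 and PPP1R11). APOD was also called in S with RLE factors, with no filter and without PUL pig 3. SFRP2 was called in S without PL pig 14, PPP1R11 in LD without PL pig 15, and EXOC7 in S with the hepatocyte covariate. The paper states that SEPT6-007 was higher in PUL in both muscles. It was not called by the quasi-likelihood test (adjusted p = 0.539 in LD and 0.252 in S), but was called by DESeq2 in both muscles and by the exact test in S. NRK, which the paper names as higher in PL in S, had 0 CPM in every library under the ID paired with its name.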

Other observations

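The test of proliferation genes, the count over splits with 4 PL pigs in each group, the comparison of on and off genes in PL pig 8 and the removal of genes that muscle fibres express from the cell type lists were chosen only after the results were seen, and so was a stricter second condition for excluding a cell type, on the mean of its list, which changed no outcome.

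The libraries of each muscle were divided into other groups of 8 and 8 without regard to breed, and 100 splits with the real one were counted. In LD, 27 of the 100 splits gave at least the 772 genes with an unadjusted p under 0.05, and 9 of 100 gave at least the 13 calls of the exact test. In S, 10 of 100 gave at least the 1252 genes, and 4 of 100 gave at least the 57 calls of the exact test. For isoforms, 27 of 100 splits in LD gave at least 756 and 10 of 100 in S at least 1222. Some of these splits largely follow breed, such as 1 with 7 of the 8 PL pigs in a group. In the 35 splits with 4 PL pigs in each group, 12 in LD and 4 in S gave at least as many genes with an unadjusted p under 0.05, and 3 in LD and 2 in S gave at least as many calls of the exact test. The highest other split gave 2275 genes in LD and 2245 in S, and the quasi-likelihood test made calls in 1 split in LD (62 genes) and in 5 splits in S (up to 176 genes). In the interaction, 19 of 30 splits of the pigs gave at least the 294 genes. The 5 genes with the smallest p in the interaction test were CYRIA (log2 difference -1.11, standard error 0.21, adjusted p = 0.465), ENSSSCG00000001239, ENSSSCG00000030804, CEP250 and ENSSSCG00000024721, the latter 4 with an adjusted p of 1.00.

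Shares of cell types were weighed as sources of the paper's genes, with lists from which the paper's genes were removed and adjusted p over the 7 lists that fry could test. A higher share of smooth muscle in LD of PL needs the other smooth muscle genes to rise as CNN1 did (log2 fold change 1.38). Genes that muscle fibres express themselves (DES, TPM2 and SYNPO2) were removed. The median of the other 5 genes was 0.28 (adjusted p = 0.394), and 4 of the 5 (ACTA2, TAGLN, SMTN and CALD1) lay below that rise beyond their error, which argues against it, while ACTG2 did not. For a higher share of fast fibres as the source of PVALB in LD (2.09), all 7 genes of the list are expressed at high levels by the fibres of LD in both breeds, so their median of 0.14 (adjusted p = 0.751) would be near 0 either way and that source cannot be told apart from others. For a higher share of adipocytes as the source of the lipid genes in S of PUL (median -1.34 for LIPE, LXRA and APOD), PLIN4 and PNPLA2 were removed as genes of the fibres. The median of the 4 other genes was -0.0798 (adjusted p = 0.751), and 2 of the 4 (ACACA and PCK1) excluded that change while CIDEC and SCD did not, so a share of fat cells stays open. Across the fits that left out 1 pig, the median of the whole list in S lay between -0.77, without PL pig 18, and 0.07, without PL pig 12.

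For the adhesion and matrix genes higher in PL in S, the 11 other fibroblast and matrix genes had a median of 1.03, all 11 were higher in PL, and the adjusted p was 0.0891. This may reflect a higher share of fibroblasts, and it stays open because the list did not pass its adjustment while 1 of the 11 genes excluded the change of the paper's genes (1.44). For KIF23 and CHEK1 in S, 9 proliferation genes had a median of 0.57, with 7 of 9 higher in PL and an adjusted p of 0.0891, so a higher share of proliferating cells cannot be told apart from chance with these libraries. In the list of plasma and B cell genes, XBP1 was the only tested gene (log2 fold change -0.0017 in LD), so that source of IGLC cannot be told apart from others, because the cell-specific genes of the list had too few counts. For OAS2, the other interferon response genes had a median of -0.65 in LD (11 of 12 genes lower in PL, adjusted p = 0.435) and -1.39 in S (10 of 11, adjusted p = 0.751). In S, the median of the whole list was -1.43, and 0.05 without PUL pig 5, so its value rests on that pig. In LD, the median of the whole list lay between -0.85 and -0.49 whichever pig was left out, so it did not rest on a single pig there. An interferon response stays open in both muscles, and only in S do the values point to a single PUL pig.

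Over the whole lists, none passed the adjustment in fry. The medians of the log2 fold changes in LD and S were -0.53 and -0.11 for adipocyte, 0.96 and 1.03 for fibroblast and matrix, 0.28 and 0.14 for smooth muscle, -0.03 and 0.19 for endothelial, -0.70 and -1.43 for interferon response, 1.32 and 1.30 for red blood cell, -0.21 and -0.11 for slow fibre, 0.17 and -0.09 for fast fibre, 0.93 and 0.25 for immediate early and 0.05 and -0.17 for mitochondrial genes. The smallest adjusted p were 0.157 for smooth muscle in LD and 0.157 for red blood cell in S, and the largest was 0.981. For the added lists they were -0.69 and -0.79 for hepatocyte (6 tested genes, adjusted p = 0.0779 and 0.284) and 0.67 and 0.57 for proliferation (adjusted p = 0.0779 in each muscle). Only 6 of 29 hepatocyte genes passed the filter on low counts. The hepatocyte test therefore leaves out most of the genes raised in PUL pigs 1 to 5 and cannot decide on their signal. Without PUL pig 5 the hepatocyte median in S was -0.24. Other medians also moved by more than 1.5 times, or across 0, when 1 pig was left out. In LD, adipocyte lay between -0.64 (without PUL pig 13) and -0.29 (PUL pig 4), smooth muscle between 0.03 (PL pig 14) and 0.37 (PUL pig 3), endothelial between -0.13 (PUL pig 5) and 0.14 (PUL pig 2), slow fibre between -0.47 (PL pig 9) and 0.08 (PUL pig 1), fast fibre between -0.03 (PL pig 7) and 0.27 (PUL pig 5), immediate early between 0.59 (PL pig 8) and 1.16 (PUL pig 4) and mitochondrial between -0.02 (PUL pig 2) and 0.11 (PUL pig 3). In S, smooth muscle lay between -0.07 (PL pig 14) and 0.24 (PUL pig 4), endothelial between 0.005 (PL pig 7) and 0.31 (PUL pig 1), slow fibre between -0.46 (PL pig 14) and 0.10 (PUL pig 5), fast fibre between -0.22 (PL pig 14) and -0.003 (PUL pig 17), immediate early between -0.03 (PL pig 12) and 0.48 (PUL pig 1) and mitochondrial between -0.21 (PL pig 7) and -0.06 (PUL pig 3). The paper's genes in these lists were LIPE, CNN1, OAS2, PVALB and NR4A2. Skeletal muscle itself expresses the genes of the fibre and mitochondrial lists and several of the smooth muscle list, such as DES and TPM2.

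Libraries of the same pig were less alike than their shared origin would let one assume. After the mean of each breed and muscle was subtracted, the S library correlated best with the LD library of the same pig in 6 of 16 pigs (PUL pigs 3, 13, 16 and 17 and PL pigs 10 and 18), more often than by chance (permutation of the pig numbers within breed, p = 0.003). The mean Spearman correlation across genes was 0.189 for libraries of the same pig and -0.01 for others, and genes are not independent replicates. PL pig 14 had the lowest value, at -0.54. In PL pig 8, NDUFA6-like (ENSSSCG00000021119), which the paper lists for LD, had 42.3 CPM in LD and 10.1 CPM in S, while NDUFA6 (ENSSSCG00000000045) had 1.65 CPM in LD and 10.6 CPM in S. In PL pigs 7 and 15 the muscles were alike, with 54.8 and 66.3 CPM of NDUFA6-like in LD and 46.5 and 80.4 CPM in S, and with NDUFA6 between 0.502 and 1.25 CPM. A mislabelled sample of pig 8 was weighed with 29 genes that are on (at least 2 CPM) in some PL libraries and off (at most 0.1 CPM) in others. The libraries of pig 8 agreed in a share of 0.625 of these, against 0.667 for its S library with LD of pig 9 and 0.64 for its LD library with S of pig 7 (standard error of each difference 0.138), so a mislabelled sample cannot be told apart from a difference between its muscles, because the shares lie within their error. By the same measure, the libraries of PL pig 14 agreed in a share of 0.318, against 0.64 for its S library with LD of pig 15 and 0.76 for its LD library with S of pig 18 (standard errors 0.138 and 0.131). Not every gene went this way: ENSSSCG00000023287 had 0 CPM in both libraries of pig 14, against 176.3 CPM in LD of pig 15 and 42.4 CPM in S of pig 18. With 52 on and off genes in PUL, the libraries of pig 1 agreed in a share of 0.586. The share was 0.83 for its S library with LD of pig 2 (standard error 0.107) and 0.759 for its LD library with S of pig 2 (standard error 0.121). Except for the LD library of pig 1, the differences for pigs 14 and 1 exceed 2 standard errors before any allowance for taking the best of 7 other pigs. A mislabelled sample may therefore be present in pigs 14 and 1, and it stays open. Over all pigs, the best match was the same pig for 7 of 8 S and 4 of 8 LD libraries in PUL and for 3 of 8 S and 4 of 8 LD libraries in PL.

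The correlations between genes and traits in Table S4 pool both breeds, which differ in the traits. From the counts and the paper's means and SDs in Table 1, each of 180 coefficients was divided into a part between and a part within breeds, with no trait values of single pigs. In 174 of 180 pairs the breed difference in gene and trait had the sign of the paper's coefficient. The paper's median absolute coefficient was 0.38, and the median absolute value implied within breeds was 0.169. The table holds 238 pairs (17 genes and 14 traits), and the 180 are those of 15 genes with an ID and 12 traits in Table 1. For 13 of the 16 pairs that the paper marks after Bonferroni correction, those among the 180, the median was 0.76 for the paper's coefficient, 0.638 for the part between breeds and 0.459 for the coefficient implied within breeds, which ranged from -0.57 to 0.79. These values suggest that much of the coefficients comes from the breed difference in gene and trait, and relations within breeds were not tested for lack of the trait values.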
